# Dynamic Telomerase Gene Suppression via Network Effects of GSK3 Inhibition

**DOI:** 10.1371/journal.pone.0006459

**Published:** 2009-07-31

**Authors:** Alan E. Bilsland, Stacey Hoare, Katrina Stevenson, Jane Plumb, Natividad Gomez-Roman, Claire Cairney, Sharon Burns, Kyle Lafferty-Whyte, Jon Roffey, Tim Hammonds, W. Nicol Keith

## Abstract

**Background:**

Telomerase controls telomere homeostasis and cell immortality and is a promising anti-cancer target, but few small molecule telomerase inhibitors have been developed. Reactivated transcription of the catalytic subunit *hTERT* in cancer cells controls telomerase expression. Better understanding of upstream pathways is critical for effective anti-telomerase therapeutics and may reveal new targets to inhibit *hTERT* expression.

**Methodology/Principal Findings:**

In a focused promoter screen, several GSK3 inhibitors suppressed *hTERT* reporter activity. GSK3 inhibition using 6-bromoindirubin-3′-oxime suppressed *hTERT* expression, telomerase activity and telomere length in several cancer cell lines and growth and *hTERT* expression in ovarian cancer xenografts. Microarray analysis, network modelling and oligonucleotide binding assays suggested that multiple transcription factors were affected. Extensive remodelling involving Sp1, STAT3, c-Myc, NFκB, and p53 occurred at the endogenous *hTERT* promoter. RNAi screening of the *hTERT* promoter revealed multiple kinase genes which affect the *hTERT* promoter, potentially acting through these factors. Prolonged inhibitor treatments caused dynamic expression both of *hTERT* and of c-Jun, p53, STAT3, AR and c-Myc.

**Conclusions/Significance:**

Our results indicate that GSK3 activates *hTERT* expression in cancer cells and contributes to telomere length homeostasis. GSK3 inhibition is a clinical strategy for several chronic diseases. These results imply that it may also be useful in cancer therapy. However, the complex network effects we show here have implications for either setting.

## Introduction

Telomerase is a ribonucleoprotein reverse transcriptase which counteracts telomere attrition in dividing cells by synthesising telomere DNA [1]. Telomerase activity requires the catalytic subunit hTERT and the RNA subunit *hTERC*, which contains the template sequence for reverse transcription. Both gene products are over-expressed in cancer cells relative to somatic cells and in most human cancers. Telomere homeostasis is essential for cell immortalisation and telomerase is an attractive anti-cancer target [2].

Telomerase expression in cancer cells is dependent on aberrant *hTERC* and *hTERT* transcription, resulting from multiple events including altered signalling and changes in the promoter chromatin environments relative to normal cells [3]. However, the cloned promoters also have cancer cell specific activity, leading many groups to develop telomerase-specific gene therapy models [4]. Several transcription factors affecting each gene promoter are known. The *hTERT* promoter, for example, is regulated by multiple factors including Myc, Mad, Sp1, STATs, E2F and p53, among others [5].

Current clinical trials of telomerase therapeutics include several immunotherapeutics, an oncolytic adenovirus, and GRN163L, a modified oligonucleotide telomerase inhibitor [2], [5], [6]. Targeting telomerase transcription using signal transduction inhibitors may also hold value [2], [7]. However, signalling events upstream of the telomerase genes remain poorly understood and in most studies in which signal transduction inhibitors have been found to affect expression of telomerase genes, long term treatments to examine effects on telomere length and telomere dependent senescence have not been performed. In this study, we tested whether focused cell-based screening using well-defined kinase inhibitors could provide a platform to identify new telomerase regulatory pathways and candidate targets for pharmacological intervention.

We show that glycogen synthase kinase 3 (GSK3) activates *hTERT* transcription and characterise the pathway upstream of *hTERT*. GSK3 inhibition reduced *hTERT* promoter activity, expression, telomerase activity and telomere lengths in several cell lines and suppressed tumour growth and *hTERT* expression in a xenograft model. Therefore, GSK3 inhibition may be an appropriate anti-cancer strategy. Prolonged GSK3 inhibition in A2780 cells profoundly reduced telomere lengths; interestingly however, *hTERT* expression was not stably suppressed but showed dynamic oscillation.

GSK3α and β isoforms, which are both targets of GSK3 inhibitors, variously regulate diverse cellular processes including survival and apoptosis, energy metabolism, cell fate specification and stem cell self renewal through phosphorylation of multiple substrates in several distinct pathways including Wnt and insulin signalling [8], [9]. We present a network model of *hTERT* activation and show that GSK3 inhibition affects multiple transcription factors converging on *hTERT*. Interestingly, expression levels of several transcription factors were also dynamically regulated under prolonged GSK3 inhibitor treatments, suggesting that GSK3 may control steady state behaviour of the network. A whole-kinome RNAi screen of the *hTERT* promoter is interpreted using this model to predict rational combinatorial targets to enhance anti-telomerase effects of GSK3 inhibitors.

## Results

### GSK3 activates the *hTERT* promoter

In a focused screen of 79 well characterised kinase inhibitors, A2780 cells were transfected with *hTERT* reporter construct and 32 h post transfection were exposed to 10 µM each inhibitor for 16 h. Six compounds suppressed promoter activity by at least 2-fold (figure 1A). Compounds 38 (Ro-31-8220, bis indole maleimide family; 4.6-fold), 69 (indirubin-3′-monoxime, indirubin core; 2.2-fold) and 79 (kenpaullone, indolo benazepinone core; 11.1-fold) are all reported to inhibit GSK3 [10]. The other hit compounds were: 26, tyrphostin AG 1295 (inhibitor of PDGFR [11]); 50, 5-iodotubercidin (inhibitor of adenosine kinase [12]); and 55, SU4312 (inhibitor of PDGFR and FGFR [13]).

**Figure 1:**
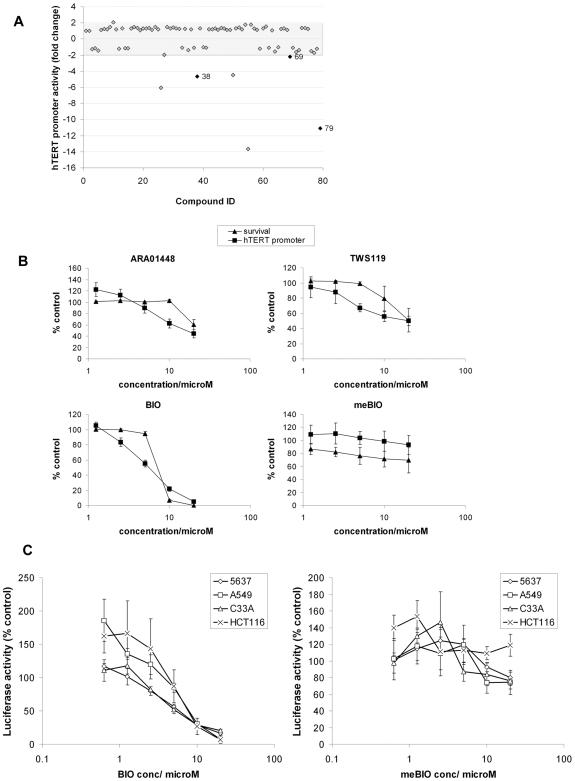
GSK3 inhibitors suppress the *hTERT* promoter. (A) Kinase inhibitor screen: A2780 cells were transfected with *hTERT*-luciferase reporter. 32 h later cells were treated for 16 h with DMSO or 10 µM kinase inhibitors prior to luciferase assay. Hits are shown outside the shaded area. 38: Ro-31-8220; 69: indirubin-3′-monoxime; 79: kenpaullone. Mean of 3 experiments. (B) *hTERT* promoter inhibition and toxicity of GSK3 inhibitors. A2780 cells were transfected with *hTERT*-luciferase reporter. 32 h later cells were treated for 16 h with compounds at 20 µM, 10 µM, 5 µM, 2.5 µM and 1.25 µM or DMSO for 16 h prior to luciferase assay. Parallel MTT assays of compound toxicity were performed. Mean±SEM of 3 experiments. (C) BIO suppresses the *hTERT* promoter in multiple cell lines. Cells were transfected with *hTERT*-luciferase reporter. 32 h later cells were treated for 16 h with inhibitor titrations as in (B) prior to luciferase assay. Mean±SEM of 3 experiments.

To extend the observation that diverse GSK3 inhibitors suppress *hTERT* promoter activity, we performed *hTERT* reporter assays and parallel MTT assays, titrating the selective inhibitors AR-A014418 (benzyl-thiazolyl urea substructure), TWS119 (pyrollopyrimidine core), and 6-bromoindirubin-3′-oxime (BIO, indirubin core) alongside the GSK3-inactive BIO derivative 1-methyl-BIO (MeBIO) [10]. Structures of all GSK3 inhibitors used in this study are available in supporting figure S1. All supporting figure and file legends are given in supporting file S4. Active inhibitors of different chemotypes, but not MeBIO, suppressed *hTERT* promoter activity at sub-toxic concentrations (figure 1B). At optimal doses of 10 µM (AR-A01448) and 5 µM (TWS119 and BIO) promoter activities were 62%, 67% and 55% of control. BIO and MeBIO were also titrated against the *hTERT* reporter in 5637, C33A, A549 and HCT116 cells (figure 1C). BIO, but not MeBIO, suppressed the *hTERT* promoter in all cells with IC50s in the range 5.4 µM-8.2 µM. Similarly, BIO, but not MeBIO activated Topflash reporter activity in all cells, indicative of specific GSK3β inhibition (supporting figure S2).

To further characterise the effect of GSK3 on the *hTERT* reporter we over-expressed mWnt3, mWnt5A or human DVL2 in each cell line, which all inhibit GSK3β in Wnt signalling. Additionally, we examined the effect of β-catenin over-expression. Both Wnts and DVL2 reduced *hTERT* promoter activity in 5637, HCT116 and A549. Wnt3 had the strongest effect and DVL2 the weakest (figure 2A). Only mWnt3 had a significant effect in A2780 and the effect of mWnt5A was not significant in C33A. Promoter repression was not correlated with basal β-catenin expression (figure 2B). For example, despite low expression in A549 and constitutively stable expression in HCT116, each construct had similar effects, reducing promoter activity to 32% of control (mWnt3), 8% (mWnt5A) and 14% (DVL2) in HCT116 and 33%, 8%, and 15%, respectively, in A549. Interestingly, wild type β-catenin induced promoter activity in HCT116, A549 and C33A. Supporting figure S3 shows the effect of each construct on Topflash reporter activity in each cell line. β-catenin and DVL2 generally resulted in the strongest increase of Topflash activity, whereas mWnt5A had a weaker effect. Interestingly, mWnt3 mildly decreased Topflash activity in some cells. The effect of each transfection on canonical Wnt signalling presumably depends on the specific status of the pathway in each cell type.

**Figure 2:**
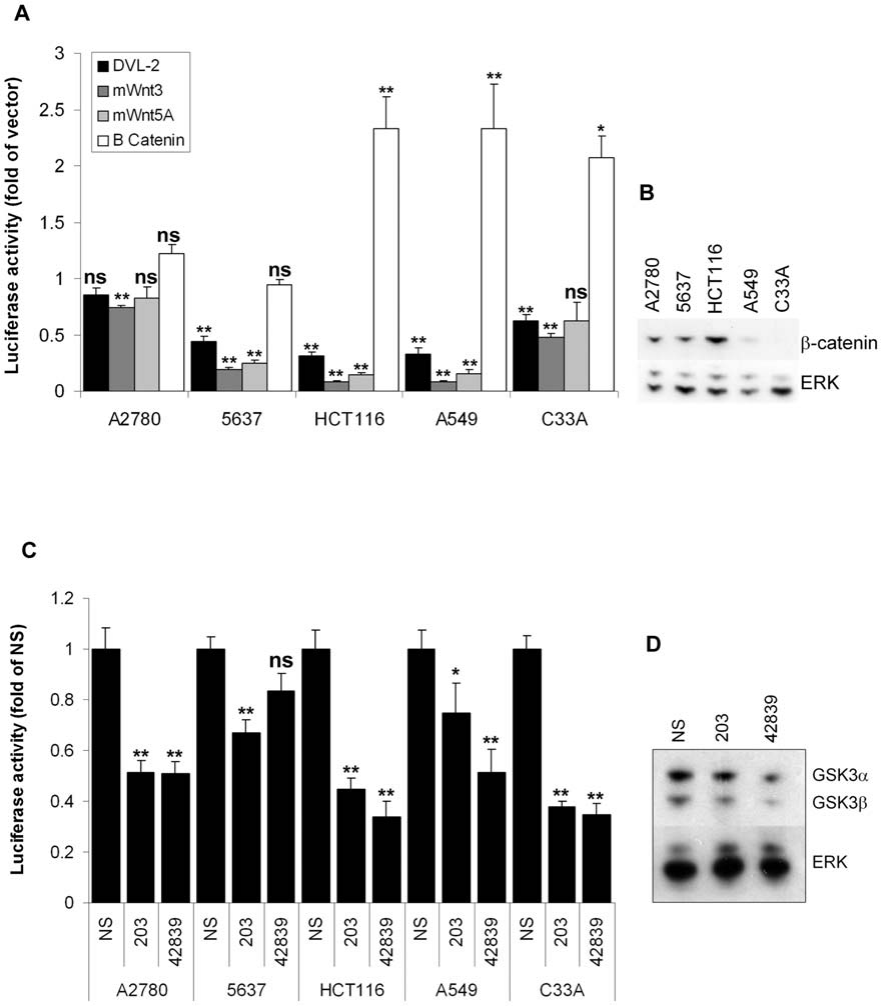
GSK3β activates the *hTERT* promoter. (A) Wnt signalling inhibits the *hTERT* promoter. A2780 cells were transfected with *hTERT*-luciferase and the CMV expression vectors shown. 48 h later reporter activities were determined relative to empty vector. Mean±SEM of 3 experiments (ns: not significant; *: p<0.5; **: p<0.01). (B) Basal β-catenin expression in 20 µg protein samples was analysed by western blotting. The experiment was performed twice. Representative blots are shown. (C) GSK3β RNAi inhibits the *hTERT* promoter. A2780 cells were transfected with *hTERT*-luciferase and 50 nM non-specific (NS) siRNA or GSK3β specific siRNAs 203 or 42839. 48 h later reporter activities were determined. Mean±SEM of 3 experiments (ns: not significant; *: p<0.5; **: p<0.01). (D) Knockdown of GSK3β by siRNA-203 and -42839. A2780 were transfected with 50 nM siRNA and harvested after 48 h. 20 µg protein samples were analysed by western blotting. The experiment was performed twice. Representative blots are shown.

To confirm that GSK3β regulates the *hTERT* promoter, we co-transfected each cell line with reporter and with 50 nM GSK3β-specific siRNA (two GSK3β-specific siRNA were tested–siRNA-203 and siRNA-42839). Both siRNAs tested reduced promoter activity in all cells relative to non-specific control (Figure 2C). All effects were significant except siRNA-42839 in 5637 cells. Promoter activities ranged between 38%–75% of control for siRNA-203 and 34%–83% for siRNA-42839 at 48 h post-transfection. Both specific siRNAs produced a GSK3β knockdown in A2780 at 50 nM (figure 2D). SiRNA-42839 produced a greater knockdown than siRNA203 and, interestingly, also resulted in some knockdown of GSK3α. The GSK3α transcript is highly homologous with that of GSK3β in the 42839 target site, sharing 16/19 nucleotides. It is possible that GSK3α knockdown might result from target sequence homology. However, given the high nucleotide specificity of the RNAi mechanism, it is perhaps more plausible that GSK3β affects GSK3α expression. Together these data confirm that GSK3 activates the cloned *hTERT* promoter in multiple cell lines.

### Functional specificity of BIO

Specificity of the GSK3 inhibitor BIO was assessed by phospho-specific multiplex western blotting. A2780 were treated with DMSO, 5 µM BIO, or 10 µM roscovitine to control for inhibition of possible off-target kinases CDK1, 2, and 5 [10]. Protein samples from treated cells were separated by SDS-PAGE using single-well 10% Bis-Tris minigels and blotted onto PVDF filters. 28 individual lanes were isolated on the filters using a miniblotter dual apparatus. To provide a detailed view of effects on GSK3 signalling, each lane was probed with an individual antibody or antibody cocktail to quantify expression (figure 3A) and phosphorylation (figure 3B) of multiple proteins involved in GSK3 signalling and other pathways. Intensity change of quantifiable bands relative to control was assessed by densitometry. Note the log scale in figure 3A.

**Figure 3:**
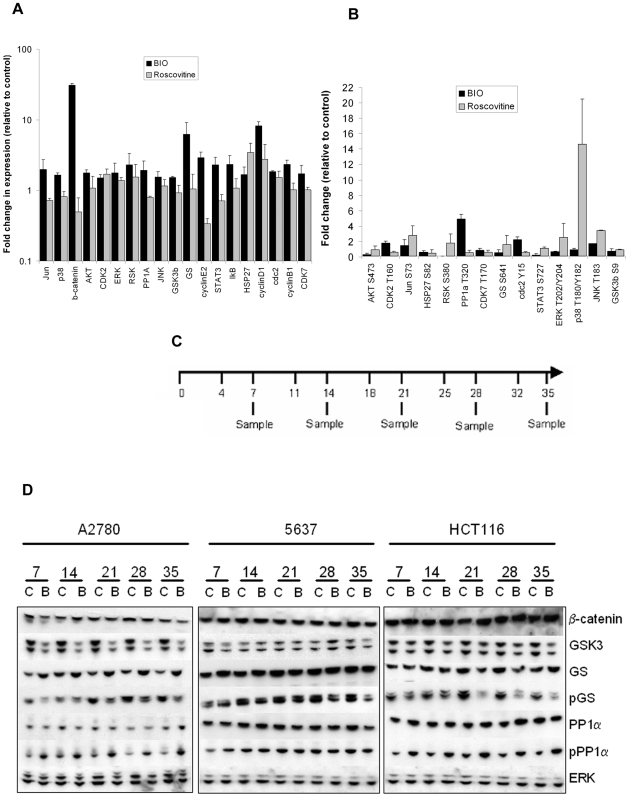
Specificity of BIO. A2780 cells were treated for 16 h with 5 µM BIO, 10 µM roscovitine, or DMSO. 1 mg protein samples were analysed by multiplex western blotting to detect (A) expression and (B) phosphorylation of indicated proteins. Band intensity changes were assessed by densitometry relative to DMSO. Phosphospecific bands are normalised with expression. Mean±SEM of 2 experiments. (C) BIO schedule in 5 week treatments. Cells were treated twice weekly on days 1 and 4 with DMSO or BIO (A2780, 2.5 µM; HCT116, 1 µM; 5637, 500 nM). BIO was not removed between treatments. Counting and harvesting was on treatment day 1 of each week. (D) GSK3 inhibition over 5 week BIO treatment. 20 µg protein samples from each time point were analysed by western blotting (C, Control; B, BIO). Two independent treatments were analysed. Representative blots are shown.

BIO treatment strongly induced β-catenin (30.9-fold), cyclin D1 (8.2-fold) and glycogen synthase (GS) (6.3-fold), which are all destabilised by GSK3 [14]–[16]. Expression of cyclins B1 and E2, p90-RSK, STAT3, c-Jun and IκB were also increased by around 2–3 fold each. It has previously been reported that c-Jun and IkB stability are also regulated by GSK3 [17], [18]. Roscovitine also mildly induced cyclin D1 (2.7-fold) but, in contrast with BIO, decreased β-catenin (49% of control) and cyclin E2 (34%). As previously reported, roscovitine induced MAPK phosphorylation [19], while BIO blocked phosphorylation on AKT S473 (29% of control), p90-RSK S380 (12%), STAT3 S727 (26%), and GS (56%) and induced PP1α T320 phosphorylation (4.9-fold). Thus, the effects of BIO are consistent with GSK3 inhibition and largely non-overlapping with those of a pan-CDK inhibitor.

### BIO inhibits endogenous telomerase

To determine whether GSK3 inhibition suppresses endogenous telomerase, 5637, HCT116 and A2780 cells were cultured continuously in log phase with BIO or DMSO given twice-weekly for five weeks. Drug was not removed between treatments. Cells were counted weekly and at each time point individual cell pellets were taken from both control and treated cells for telomere length analysis, *hTERT* expression analysis by RT-QPCR, microarray analysis, western blotting of GSK3 inhibition markers, and for TRAP analysis of telomerase activity (figure 3C). At the time of sampling, drug had not been replenished for 3 days. BIO concentrations used in these experiments were 2.5 µM (A2780), 1 µM (HCT116) and 500 nM (5637).

Western blotting was performed to detect levels of β-catenin, GSK3 and expression and phosphorylation of GS and PP1α at each sampling time point (figure 3D). β-catenin is constitutively stable in HCT116 but was also unaffected in the other cell lines, presumably indicating rapid return to basal levels as the effects of BIO diminish between treatment and sampling. However, GS S641 phosphorylation decreased progressively in all BIO treated cells and its expression was also increased throughout in A2780. Therefore, GSK3 was inhibited in all cell lines. Additionally, increased PP1α T320 phosphorylation and reduced GSK3α and β expression were detected at all times in A2780 and HCT116.

Prolonged telomerase inhibition is predicted to result in growth plateau by analysis of cumulative population doublings (PD), but this was not observed over five week BIO treatment, though treated cells grew more slowly than controls (Figure 4A). Average growth rates were around 7 PD/week (control) and 6 PD/week (BIO) for 5637 and 8 PD/week (control) and 7 PD/week (BIO) for HCT116. However, A2780 growth rates decreased under BIO treatment. Controls grew steadily at approximately 8.5 PD/week, whereas BIO treated cells had an initial rate of 8 PD/week, slowing to <7 PD by day 35.

**Figure 4:**
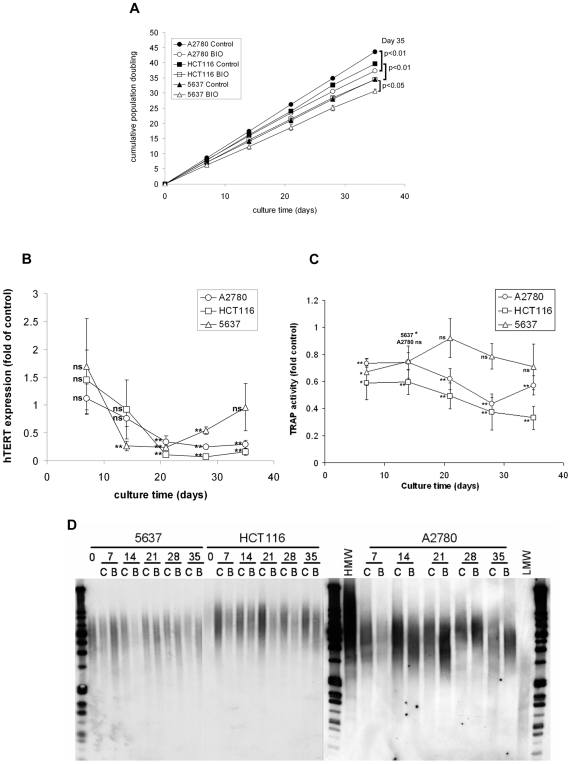
BIO inhibits telomerase. (A) 5 week cell growth curves under BIO treatment. Cells were counted weekly to determine cumulative population doublings (PD). Mean±SEM of three experiments. (B) BIO represses *hTERT* expression. Control and treated samples from each time point were analysed by Q-RTPCR for *hTERT* expression normalised to *RPS15*. Mean±SEM of *hTERT* expression in BIO treated cells relative to control from three experiments (ns: not significant; **: p<0.01). (C) BIO represses telomerase activity. Telomerase activity was determined by Q-PCR TRAP analysis in control or BIO treated cells. Mean±SEM of treated cells relative to controls from three experiments (ns: not significant; *: p<0.05; **: p<0.01). (D) BIO shortens telomeres. 1 µg genomic DNA from control or treated cells was digested with HinfI/RsaI and southern blotted with DIG-labelled telomere detection probe (C, Control; B, BIO; HMW and LMW, high and low molecular weight markers). Two independent treatments were analysed. Representative blots are shown.

RT-QPCR analysis confirmed that BIO suppressed *hTERT* expression in all three cell lines (figure 4B). In A2780, *hTERT* expression under BIO treatment was reduced to 25% of control on day 28. Expression in treated HCT116 was 7% of control on day 28 and in 5637 was 24% of control on day 21. Analysis of *hTERT* splice variants in A2780 cells revealed selective repression of the full length transcript (supporting figure S4). We observed that *hTERT* expression in BIO treated 5637 returned to control levels on day 35. This observation is expanded below.

We next performed QPCR-TRAP analysis using the TRAPeze XL kit to determine telomerase activity in control and treated samples. Cell pellets from each time point were lysed in CHAPS buffer and protein samples incubated with reaction mix containing TS and RP primers in addition to the control K2 primer. Each assay included no-telomerase, no-Taq, and heat-treated controls. QPCR detection of fluorescein labelled RP product confirmed that telomerase activity was reduced by BIO (figure 4C). TRAP activity was reduced in all BIO treated cells by day 7 (A2780, 74% of control; HCT116, 59%; 5637, 67%) and generally diminished over the treatment, reaching 44% of control in A2780 on day 28, then increasing slightly to 57% on day 35. In 5637, TRAP activity rose on days 14 and 21, approaching control activity before recommencing a downward trend to reach 71% by day 35, though this reduction relative to control was not statistically significant. HCT116 TRAP activity decreased continuously to 33% of control levels by day 35.

Telomere lengths were reduced by BIO in all cell lines as determined by telomere restriction fragment (TRF) analysis (figure 4D). Genomic DNA was extracted from control and treated cell pellets and digested with HinfI/RsaI. Digestion products were separated by electrophoresis and analysed by Southern blotting using a DIG-labelled telomere sequence probe to determine telomere length range. The decreases were small and were most evident at later time points, consistent with the short treatment period. In HCT116 we also observed reduction of the overall signal in treated samples. Therefore, GSK3 inhibition suppresses *hTERT* expression, telomerase activity and decreases telomere lengths in several cancer cell lines.

### Network model of *hTERT* regulation

To characterise the mechanism of *hTERT* repression, we performed microarray expression analysis using cDNA from day 21 control or BIO treated A2780. Three independent treatments were analysed in duplicate. 

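RNA from A2780 ovarian carcinoma cells grown for 21 days with DMSO or BIO was hybridised to 6 two-colour Agilent whole human genome arrays. Each of the 3 treatments was hybridised to 2 arrays, and both arrays of a treatment hold the same pair of RNA extracts. The pair was averaged, so that n = 3 treatments for all but 200 of the tested probes, which had values in only 2 treatments. DMSO RNA carried the green dye and BIO RNA the red dye on every array, and no array had the dyes swapped. The authors deposited the scanner output of each array, with the background already subtracted from each channel, and a table of processed log ratios. Starting from the background-subtracted intensity, each channel of each array was divided by its own median over 43376 non-control spots. A scaled signal below the lowest one that the scanner software marked well above background in that channel was set to that lowest signal. Spots with an outlier mark were left out, which removed between 61 and 550 spots per array. The log2 ratio of BIO over DMSO was then fitted with limma over 24678 of 41000 probes, those well above background in the same channel on all 6 arrays, with Benjamini-Hochberg adjustment. Between 58.9% and 66.0% of spots were well above background in the DMSO channel, and between 63.0% and 66.7% in the BIO channel. The median log2 ratio of all tested probes was 0.28, against which each change below can be read. Across probes, the log2 ratios of duplicate arrays correlated with r between 0.94 and 0.98. Those of treatments 2 and 3 correlated with r = 0.91, and those of treatment 1 with r = 0.80 and r = 0.81 to the others. Treatment 1 lay on a slide and scan of its own. The number of treatments limits the precision of every value.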

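In the 3 treatments, 477 of the 24678 tested probes differed more than 5-fold between BIO and DMSO at a limma adjusted p under 0.01. Of these, 383 were lower and 94 were higher in BIO treated cells. With the normexp background correction, still scaled by the median, the split turned to 18 lower and 43 higher. That correction adds an offset of 50 to each signal, which shrinks the folds of dim probes most. With no limit on the fold, 12934 probes had an adjusted p under 0.05, of which 9130 were higher and 3804 lower. Loess within each array in place of the median moved this split to 4715 higher and 5897 lower. The count over 5-fold moved most with the normexp background correction followed by loess, which left 56 probes, 53 lower and 3 higher. This is among the alternatives set before the data were examined and apart from the methods' test on 3 values per group. Among genes with a symbol that passed the fold limit, were well above background in both channels on all arrays and changed the same way on each, the lowest were PPP2R2B, with a log2 fold change of -6.15 (standard error 0.19, adjusted p = 9.3e-08), AMIGO2 at -5.82, NEFL at -5.76, TAC1 at -5.28 and PDGFRA at -5.10. The highest were SPARCL1, with a log2 fold change of 5.46 (standard error 0.28, adjusted p = 7.89e-07), PCDH7 at 4.18, AXIN2 at 4.16, MYB at 3.86 and EXPH5 at 3.80.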

Mean intensity of 1048 differentially expressed transcript IDs changed by >5-fold, p<0.01 between control and treated cells across all repeats. Raw Agilent ID list with fold intensity changes of the differentially expressed genes used for modelling are available in supporting file S2. 

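The list in supporting file S2 was made from these arrays, so it is no independent measure of them. Of its IDs, 1042 are probes for human transcripts, and 648 of these were among the tested probes. All but 2 of the 648 changed in the listed direction. The change exceeded 5-fold in that direction for 456 IDs, 365 lower and 91 higher. For 311 IDs the probe was well above background in both channels on all arrays, and 304 of these exceeded 5-fold. The other 394 IDs were not tested, and 184 IDs were not well above background in either channel on any array. For 226 of the IDs listed as higher, the DMSO channel was not well above background on any array, and for 345 of those listed as lower the BIO channel was not. A fold against such a channel depends on the value that stands in for it.

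**Figure D1:**
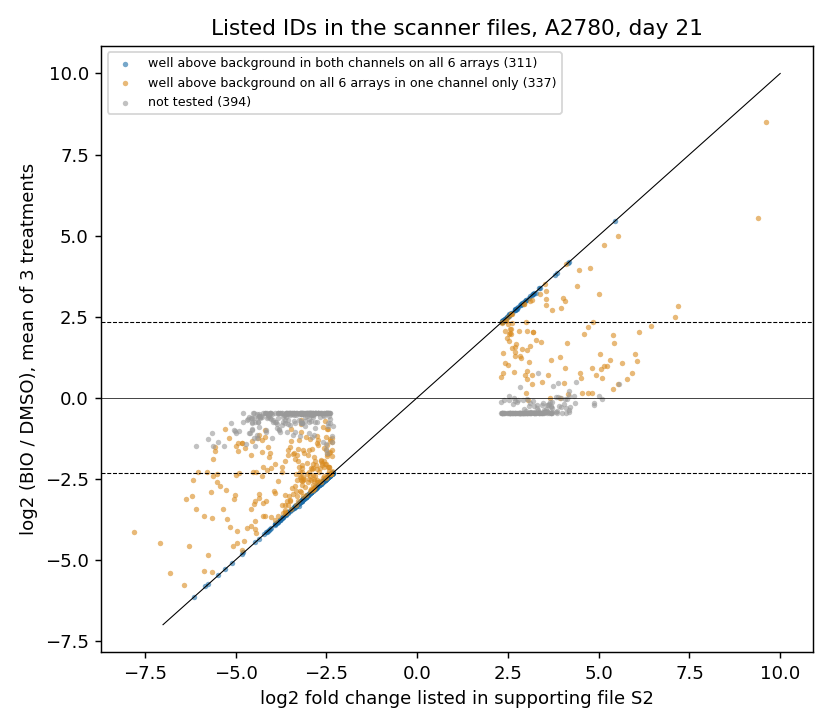
The log2 fold change that the paper lists for each ID (horizontal axis) against the mean log2 ratio of BIO over DMSO in 3 treatments (vertical axis). Each point is an ID, the solid line marks equal values and the dashed lines mark 5-fold. The 311 IDs measured in both channels lie along the line. The 394 grey points were not tested, and 184 of them were not well above background on any array.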

The full MIAME compliant array data have been deposited for public access in the Gene Expression Omnibus. The profile included multiple transcriptional targets of Wnt signalling, such as uPAR, EphB, Runx2, stromelysin, Irx3, Pitx2, Islet1, Tcf-1, LEF1, dickkopf-4, axin-2, Wnt5B and Wnt11, consistent with ongoing inhibition of GSK3 on treatment day 21.

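The array carries probes for 17 genes under these names, counting each EPHB gene, and 14 were tested, each by its brightest probe. The limma adjusted p was under 0.05 for 12 genes, 8 higher and 4 lower in BIO treated cells. The count was also 12 adjusted over the list alone, which is not independent evidence because the study chose the genes on these arrays. Axin-2 (AXIN2) had a log2 fold change of 4.16 ± 0.15 (SD, n = 3). LEF1 was not well above background in DMSO on any array. Against the lowest DMSO signals well above background, its mean in BIO was at least 311-fold higher, per channel after loess and Aquantile scaling and open to dye bias. This bound rests on the background subtraction, since with the normexp correction, which adds an offset of 50, the mean fold was 29.6. TCF7, which encodes Tcf-1, had a log2 fold change of 2.73 ± 0.61 (SD, n = 3). Islet1 (ISL1) had a log2 fold change of 3.38 ± 0.71 (SD, n = 3). Wnt11 (WNT11) had a log2 fold change of 3.50 and Runx2 (RUNX2) of 2.77, with DMSO well above background on 3 and 2 of 6 arrays. 3 transcripts fell by more than 5-fold, uPAR (PLAUR) with a log2 fold change of -3.08, stromelysin (MMP3) with -2.98 and Wnt5B (WNT5B) with -2.35. With the normexp correction these 3 had folds of -2.31, -3.04 and -1.44, where the minus sign marks a fall. AXIN2 and ISL1 then had folds of 8.21 and 5.89, and TCF7, WNT11 and RUNX2 of 2.03, 2.21 and 1.64. The count of genes at an adjusted p under 0.05 was 11 with that correction. Irx3 (IRX3) had a log2 fold change of 0.87 ± 0.32 (SD, n = 3). Among the EphB genes, EPHB3 had a log2 fold change of -1.32 ± 0.62 (SD, n = 3), EPHB4 of -0.41 and EPHB2 of -0.09, and EPHB1 and EPHB6 were not tested. Dickkopf-4 (DKK4) was not well above background in either channel on any array. The methods' t-test on 3 values per group left 3 genes after Benjamini-Hochberg adjustment. The paper reads this profile as compatible with inhibition of GSK3 that was ongoing on treatment day 21. Its other evidence is western blots of the same treatment schedule. There phosphorylation of glycogen synthase decreased in treated cells, while the level of beta-catenin was unaffected at sampling.

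**Figure D2:**
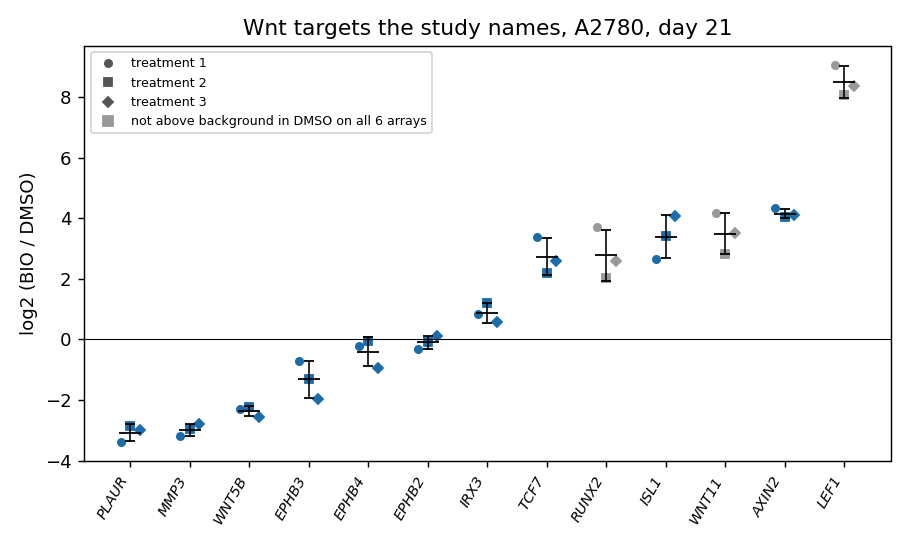
The log2 ratio of BIO over DMSO (vertical axis) for tested genes, with a point for each of 3 treatments, bars for the mean and SD, and grey points where DMSO was not well above background on all 6 arrays. The changes run from -3.08 for PLAUR to 8.49 for LEF1, whose DMSO value is a stand-in.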

Network modelling was performed on the profile using MetaCore from Genego Inc [20]. 622 unique database objects were recognised (note that several tags may correspond to a single gene). We first identified networks centred on individual high-degree transcription factor neighbours of differentially expressed genes using the transcription-regulation algorithm (supporting figure S5). All 144 unique genes from the ten highest scoring networks were combined in an enriched list and a best-fit transcriptional network was generated using the auto-expand algorithm. Network size was optimised to include all differentially expressed genes from the enriched list (23.2% of all input genes) (supporting figure S6).

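Supporting file S3 gives network objects from this list, from which 128 genes could be named, 94 listed as lower and 31 as higher, and 3 without a value. Of these genes, 93 were tested on the arrays by their brightest probe, 90 of them with a listed value. The log2 ratio of BIO over DMSO had the listed sign for 88 of the 90. Of these, 87 had a limma adjusted p under 0.05, while SDK2 had -0.03 (adjusted p = 0.885). The brightest probe of a gene is not always the one the paper lists, and for SDK2 it is not. The exceptions to the listed sign were named after their values were seen. CRTC3, listed as higher, had a log2 fold change of -0.19 (limma adjusted p = 0.38). KCNK6, listed as lower, had 0.51 (adjusted p = 0.0431, or 0.0947 under loess). Both values come from a probe that the paper does not list. The listed probe of KCNK6 was not tested and was not well above background on any array. Among the 34 genes not tested, 13 were not well above background on any array in either channel.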

The analysis returned a network involving NFκB, ESR1, STAT1, CREB1, c-Myc, p53 and AP-1 (figure 5A; blue and red circles adjacent to network object icons represent fold intensity change with values given in supporting file S3). Thus, altered activity of these transcription factors may significantly contribute to the observed BIO treatment profile. 

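The arrays measure the transcripts of these factors and not their activity. Of 24 network transcription factors named in the study, 22 were tested and 11 had a limma adjusted p under 0.05, 6 higher and 5 lower, and none changed more than 5-fold. The count was also 11 adjusted over the list alone, and fell to 7 with loess within each array. The brightest of 3 probes for MYC had a log2 fold change of -1.02 (adjusted p = 0.00128), and another went the other way with 0.50 (adjusted p = 0.0344). NFKB1 had a log2 fold change of 0.66 (adjusted p = 0.0131), which was 0.21 under loess (adjusted p = 0.271), and RELA of 0.30 (adjusted p = 0.175), close to the median of all probes. CREB1 had a log2 fold change of 0.39 (adjusted p = 0.0885), and a dimmer probe had -0.51. For ESR1 only 1 of 3 probes was tested, with 0.39 (adjusted p = 0.0849), and DMSO was well above background on 2 of 6 arrays. Among genes of AP-1 members, FOSL2 had a log2 fold change of 1.08, JUNB of 0.80 and JUND of 0.52, while ATF2 was lower with -0.72 (adjusted p = 0.0312), and JUN, FOS and FOSB did not pass. Under loess JUNB had 0.14 (adjusted p = 0.491) and JUND turned to -0.10, and a dimmer probe of JUNB had -0.54 in the main setting. A dimmer probe of FOSL2, which supporting file S2 lists, was not tested. The paper proposes from the network that altered activity of these factors contributes to the profile.

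**Figure D3:**
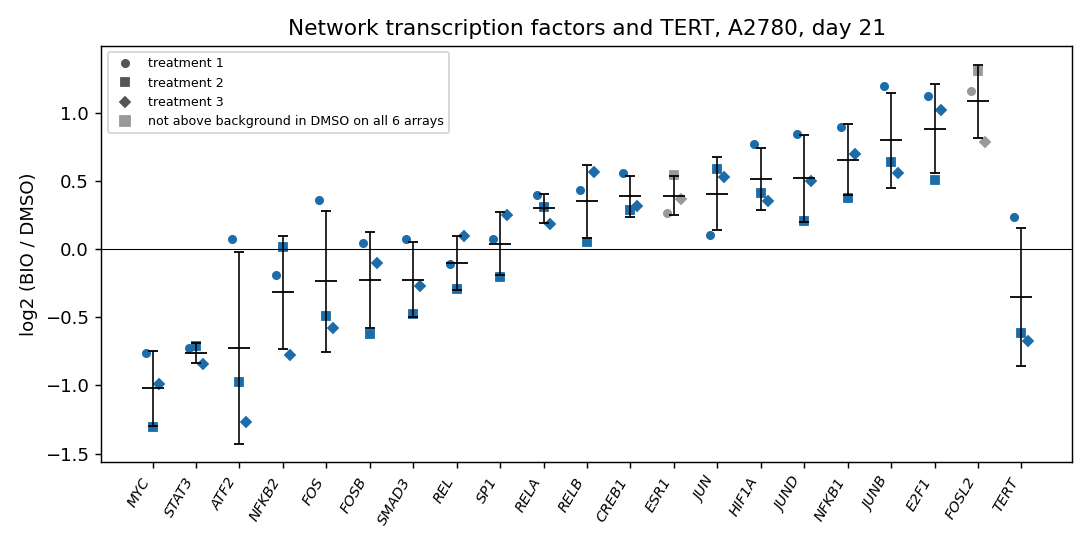
The log2 ratio of BIO over DMSO (vertical axis) for tested transcription factors and TERT, with a point for each of 3 treatments and bars for the mean and SD. The mean values run from -1.02 for MYC to 1.08 for FOSL2.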

We therefore determined shortest paths between GSK3 and these high-degree nodes using the analyse-network algorithm (figure 5B). Interestingly, *hTERT* is returned by this analysis as a high probability component of the final network, defining a candidate network linking GSK3 and telomerase. 

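On the arrays the probe for TERT was well above background in both channels on all 6 arrays. Its log2 fold change in BIO treated cells was -0.35 ± 0.51 (SD, n = 3, limma adjusted p = 0.191), with 0.24 in treatment 1, -0.61 in treatment 2 and -0.68 in treatment 3. With loess within each array it was -0.64 (adjusted p = 0.031), and with the normexp background correction it was 0.04 (adjusted p = 0.848). Without treatment 1 the adjusted p was 0.00542, against 0.548 without treatment 2 and 0.643 without treatment 3. Treatment 1 held the only rise, so leaving it out favours a fall and cannot show that TERT fell. No probe was found for the telomerase RNA. Of 12 telomerase and telomere genes tested, 7 had an adjusted p under 0.05, 5 higher and 2 lower. GAR1 had a log2 fold change of 1.45, DKC1 of 1.42 (n = 2), ACD of 0.96, TEP1 of -0.69 and POT1 of -0.88. Under loess these were 0.67, 0.62, 0.58, -0.92 and -1.14, and all still passed, so the size of the rises depends on the scaling. NOP10 had 0.97, which was 0.16 under loess (limma adjusted p = 0.392) and turned to -0.01 with the processed signals of the scanner software. NHP2 had 0.57, which turned to -0.06 under loess. The paper states that the network defines a candidate link between GSK3 and telomerase.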

For clarity, only network objects downstream of GSK3 or upstream of *hTERT* are shown. The analysis suggests that multiple transcription factors may participate in regulation of *hTERT* by GSK3, including some or all of Sp1, E2F1, SMAD3, STAT3, HIF-1α, Androgen Receptor (AR), p53, c-Myc, ESR1, AP-1 and NFκB. 

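For the factors not yet described, E2F1 had a log2 fold change of 0.88 ± 0.33 (SD, n = 3, limma adjusted p = 0.0034) and STAT3 of -0.76 ± 0.07 (SD, n = 3, adjusted p = 0.00441). HIF1A had a log2 fold change of 0.51 (adjusted p = 0.0364), which was 0.06 under loess within each array. For SP1 the brightest probe had 0.04 (adjusted p = 0.873) and a dimmer one -0.81 (adjusted p = 0.00794). SMAD3 had a log2 fold change of -0.22 (adjusted p = 0.334).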

All are reported to regulate *hTERT* or its cloned promoter [5]. GSK3 inhibition may affect their activities both directly and through several effectors.

**Figure 5:**
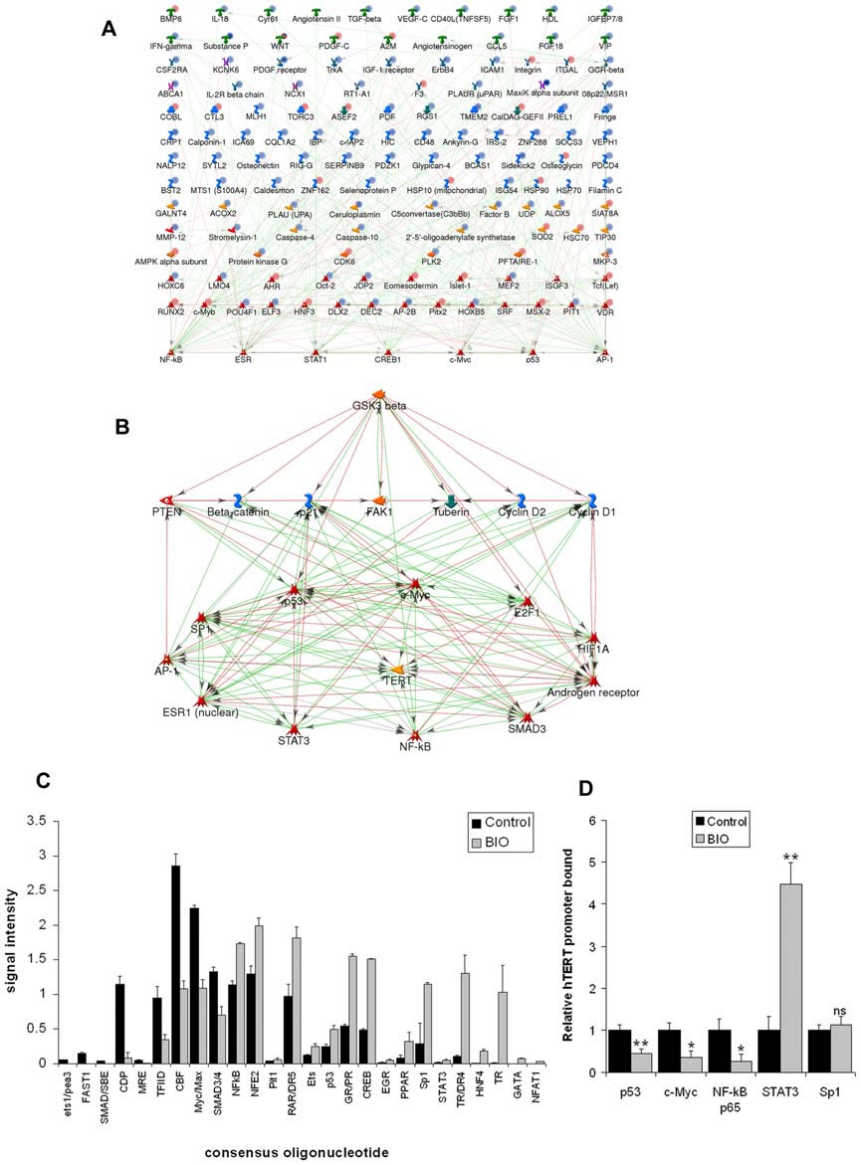
Network modelling and validation. (A) Transcriptional network of GSK3 inhibition. Differentially expressed genes from day 21 BIO treated cells were identified using Agilent whole genome expression arrays (n = 3; mean fold change>5; p<0.01). High degree transcription factor neighbours of differentially expressed genes were identified by network analysis in MetaCore. Blue circles: down-regulated in BIO treated cells; red circles: up-regulated. Shading intensity indicates fold change (minimum 5-fold). Green arrows: activation; red: inhibition (reaction mechanisms not shown). (B) Candidate network linking GSK3 to *hTERT*. Shortest paths linking transcription factors from (A) and GSK3 were identified in MetaCore. Green arrows: activation; red: inhibition; reaction mechanisms not shown. (C) Multiplex consensus oligonucleotide binding in A2780 nuclear extracts. 16 h DMSO or BIO treated cell nuclear extracts were incubated with labelled consensus oligonucleotide probe mix prior to column purification and hybridisation of eluted bound probes to oligonucleotide array. Mean±SEM of duplicate spots. (D) *hTERT* promoter remodelling. A2780 were treated for 16 h with DMSO or 5 µM BIO prior to Chromatin IP (ChIP) with antibodies shown and QPCR detection of the *hTERT* promoter. Mean±SEM of three experiments (ns: not significant; *: p<0.05; **: p<0.01).

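Of the network genes of supporting file S3, 64 changed more than 5-fold in the listed direction at a limma adjusted p under 0.01 in the deposited arrays. Of these, 52 were lower, among 68 tested genes listed as lower, and 12 were higher, among 22 tested genes listed as higher.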

### Network validation

To validate the model, we first performed a multiplex consensus oligonucleotide binding assay using the protein/DNA array I kit from Panomics. 56 biotin-labelled double stranded consensus transcription factor binding site probes were mixed with nuclear extracts of A2780 treated for 16 h with DMSO or 5 µM BIO. DNA-Protein complexes were bound to spin columns and unbound probe washed off. Bound probes were then eluted and hybridised to an unlabelled membrane array containing spots of each consensus sequence. Hybridisation of labelled probes to the membrane, indicative of binding to the nuclear extract, was detected with strptavidin-HRP. Figure 5C shows densitometry of quantifiable spots showing >1.5-fold intensity change in BIO treated cells.

Signals for c-Myc, and Smad3/4 binding sequences were reduced by 2.1-fold and 1.9-fold, respectively. Increased signal was detected for NFκB (1.5-fold), p53 (2-fold), Sp1 (3.9-fold) and STAT3 (3.9-fold) consensus sequences. HIF-1α was not represented on the array and we did not detect altered binding to sequences for ESR1, AR, AP-1, or E2F1. However, longer treatments may also affect these factors. Several other consensus sequences also showed altered binding activity and their cognate transcription factors may also participate in the overall effect of GSK3 inhibition.

To validate the model with respect to *hTERT*, we performed chromatin immunoprecipitation (ChIP) of Sp1, STAT3, p53, c-Myc, and NFκB p65 in 16 h BIO or DMSO treated A2780. QPCR detection of the *hTERT* promoter in precipitates revealed widespread promoter remodelling, affecting both activators and repressors (Figure 5D). Detectable immunoreactive epitopes of c-Myc, p65 and p53 were reduced 2.9-fold, 4-fold and 2-fold respectively, while that of STAT3 was increased 4.5-fold, confirming that GSK3 inhibition rapidly affects the *hTERT* promoter environment involving direct regulation by at least four factors suggested by network analysis. Sp1 binding to the *hTERT* promoter was unaffected by 16 h BIO treatment. Interestingly, *hTERT* expression in 16 h BIO treated A2780 was not significantly repressed and was even slightly increased, suggesting that promoter remodelling may proceed dynamically in longer treatments (supporting figure S7).

### BIO inhibits *hTERT* expression and tumour growth in xenografts

To determine whether GSK3 inhibition suppresses *hTERT* expression in a tumour model, we inoculated A2780 into athymic mice. BIO (2 mg/kg every second day or 6 mg/kg twice weekly) or vehicle treatment was initiated via the intraperitoneal route when mean tumour diameters reached ∼0.5 cm. Tumours in control animals took 7.8 days to increase five-fold in volume, whereas the time taken was 13.1 days in the 2 mg/kg BIO group and 16.9 days in the 6 mg/kg BIO group (figure 6A). No overt toxicity was observed in treated groups. Therefore, BIO suppressed growth of established A2780 xenografts.

**Figure 6:**
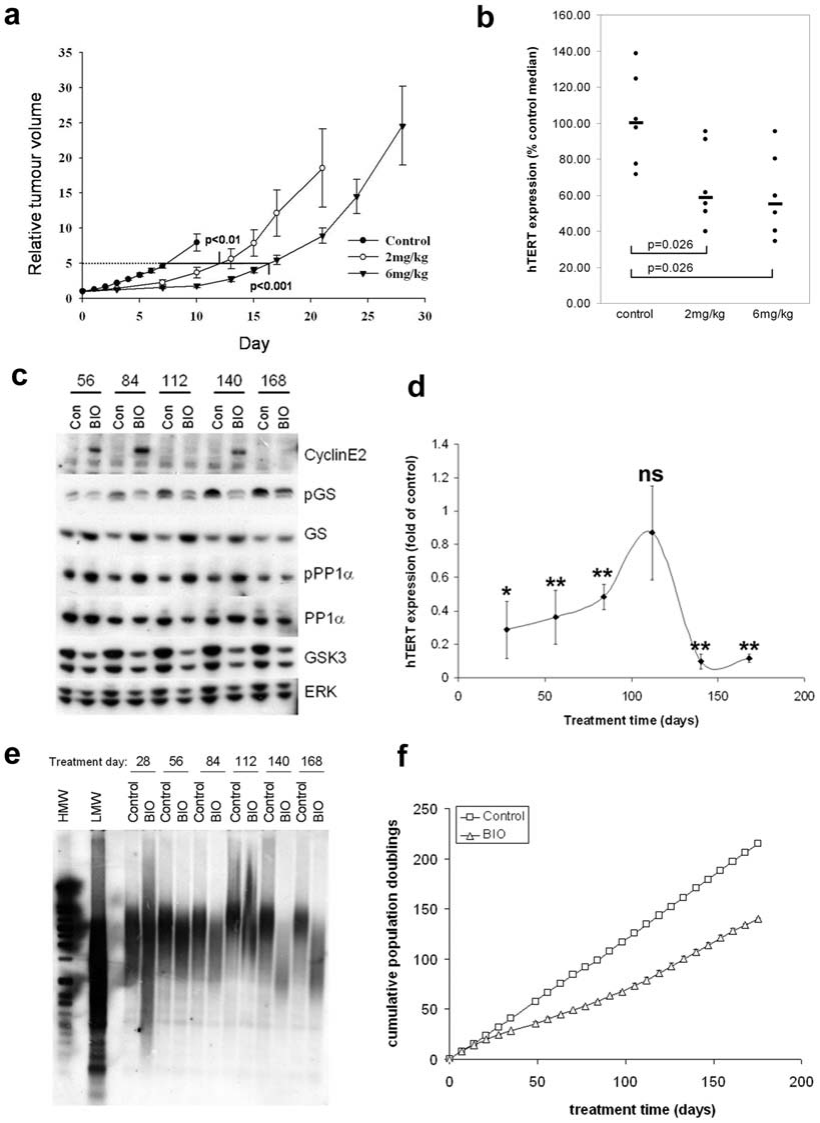
Therapeutic assessment of GSK inhibition. (A) Growth delay of A2780 xenografts. Athymic mice (n = 6/group) with established A2780 xenografts were treated intraperitoneally with BIO (2 mg/kg every two days, or 6 mg/kg twice weekly on days 1 and 4). Mean±SEM of calliper estimated tumour volumes relative to treatment day 0. (B) *hTERT* expression in A2780 xenografts. Tumours from vehicle or treated animals were excised and Q-RTPCR was performed. *hTERT* expression normalised to *RPS15* in each tumour is shown. Bars show median expression (control = 100%). (C) GSK3 inhibition during prolonged BIO treatment. A2780 cells were treated twice weekly on days 1 and 4 with 2.5 µM BIO or DMSO for 25 weeks. Analysis samples were taken every 4 weeks on treatment day 1. 20 µg protein samples were analysed by western blotting. Two experiments were analysed. Representative blots are shown. (D) Dynamic oscillation of *hTERT* expression. Control and treated samples from each time point were analysed by Q-RTPCR for *hTERT* expression normalised to *RPS15*. Mean±SEM of *hTERT* expression relative to control from two experiments (ns: not significant; *: p<0.5; **: p<0.01). (E) Prolonged BIO treatment shortens telomeres. 1 µg genomic DNA from control or treated cells was digested with HinfI/RsaI and southern blotted with DIG-labelled telomere sequence probe. Two independent treatments were assessed. Representative blots are shown. (F) Growth of A2780 cells during prolonged BIO treatment. Cells were counted weekly to determine cumulative population doublings (PD). Mean±SEM of two experiments.

Animals were sacrificed after 3 weeks treatment at 2 mg/kg or 4 weeks treatment at 6 mg/kg. Tumours were harvested for QPCR analysis of *hTERT* expression (figure 6B). Median *hTERT* expression of the control group is fixed at 100% (range 71.82%–138.74%). BIO treatment suppressed *hTERT* expression to similar levels in both treatment groups. Median expression in the 2 mg/kg group was 58.62% that of the control group (range 39.85%–95.55%) and 55.01% in the 6 mg/kg group (40.5%–95.33%). The relative decrease in each treated group was statistically significant as determined by the Mann-Whitney test (p = 0.026). Therefore, GSK3 inhibition suppresses *hTERT* expression in established A2780 xenografts.

### Dynamic regulation of *hTERT* expression

To determine whether persistent inhibition of GSK3 results in telomere dependent growth arrest in cancer cells, A2780 were cultured in the presence of DMSO or 2.5 µM BIO for 25 weeks with twice weekly dosing as in the schedule in figure 3. Cells were counted weekly and analysis samples taken every four weeks. We again examined markers of GSK3 inhibition by western blotting (figure 6C). Because of decreasing growth rates, insufficient protein was obtained in day 28 BIO treated cells. However, in earlier experiments GSK3 was inhibited at this time point (figure 3D). As previously observed, GS phosphorylation was suppressed, its expression was increased and PP1α phosphorylation was also elevated until day 140. However, on day 168, little differential was observed between control and treated cells for GS expression or PP1α phosphorylation.

To extend this observation we assessed levels of cyclin E2 which increased after a single BIO dose (figure 3A). Cyclin E2 was increased in treated cells on days 56, 84 and 140, but not days 112 or 168. Thus, cyclin E2 apparently oscillated in treated cells. In contrast, GSK3 expression was reduced in treated cells at all time points as in the earlier time course. Therefore, persistent exposure to BIO had differential dynamic effects on downstream pathways.

To determine whether *hTERT* expression was suppressed throughout the time course, we performed RT-QPCR (figure 6D). Consistent with previous results, *hTERT* expression was strongly repressed on day 28 in BIO treated cells (29% of control). However, at subsequent time points until day 112, *hTERT* suppression was less efficient. On day 112, coinciding with the first loss of cyclin E2 induction, *hTERT* expression in treated cells was not significantly different from controls, as observed for 5637 cells on treatment day 35. Thereafter, expression decreased to a new low value on day 140 (10% of control) and remained at 12% of control on day 168. Thus, *hTERT* also appeared to oscillate in treated cells.

TRF analysis showed that a substantial lag phase preceded profound telomere shortening between days 112 and 140 in treated A2780. Densitometric estimates of average length on day 140 were ∼2 kb in treated cells, compared with ∼5 kb in control cells (Figure 6E). Therefore, persistent GSK3 inhibition significantly reduced telomere length of ovarian cancer cells. However, the blots also suggested that some extension occurred at days 112 and 168, which may be explained by the oscillation in *hTERT* expression and/or other effects on telomerase mediated by dynamic regulation of GSK3 effectors.

In these experiments, A2780 proliferation rapidly declined in the first weeks of treatment, though full culture crisis was not observed. While control cells grew steadily over the entire time course at ∼8.6 PD/week, growth of BIO treated cells decreased from 8.2 PD/week at day 7 to 3.5 PD/week at day 35, causing a partial growth plateau (figure 6F). Treated cells then grew at 3.5 PD/week until day 56, at which time growth accelerated, reaching a rate of ∼7 PD/week at day 126 which persisted for the rest of the time course.

### Network topology and dynamic behaviour

Although network modelling can successfully identify many of the players in a pathway, predicting the outcome of manipulating individual highly connected components of complex networks such as figure 5B is a challenge. However, genetic networks are mainly composed of recurring “wiring patterns” (network motifs) which can be modelled or even synthetically constructed to investigate relationships between motif topology and function [21]. Thus, identification of a network's constituent motifs may help to predict its behaviour. To better understand *hTERT* regulation by GSK3, we searched for several previously described motif types in the network model using MetaCore [21]–[23].

We identified multiple potential reciprocal repression (toggle switch) and feedback oscillator motifs as in the examples in figure 7A, which may provide substantial scope for dynamic network behaviour. We also identified several types of coherent feed forward motifs. In particular, three distinct sub-networks form candidate activation and repression “modules”. The activation module links all positive regulators of *hTERT* via densely overlapping coherent type 1 motifs, while the repression module comprises several coherent type 2 motifs organised by p53 and AR which inhibit *hTERT* and its activators. Both motif types are reported to reduce noise in gene expression networks [21].

**Figure 7:**
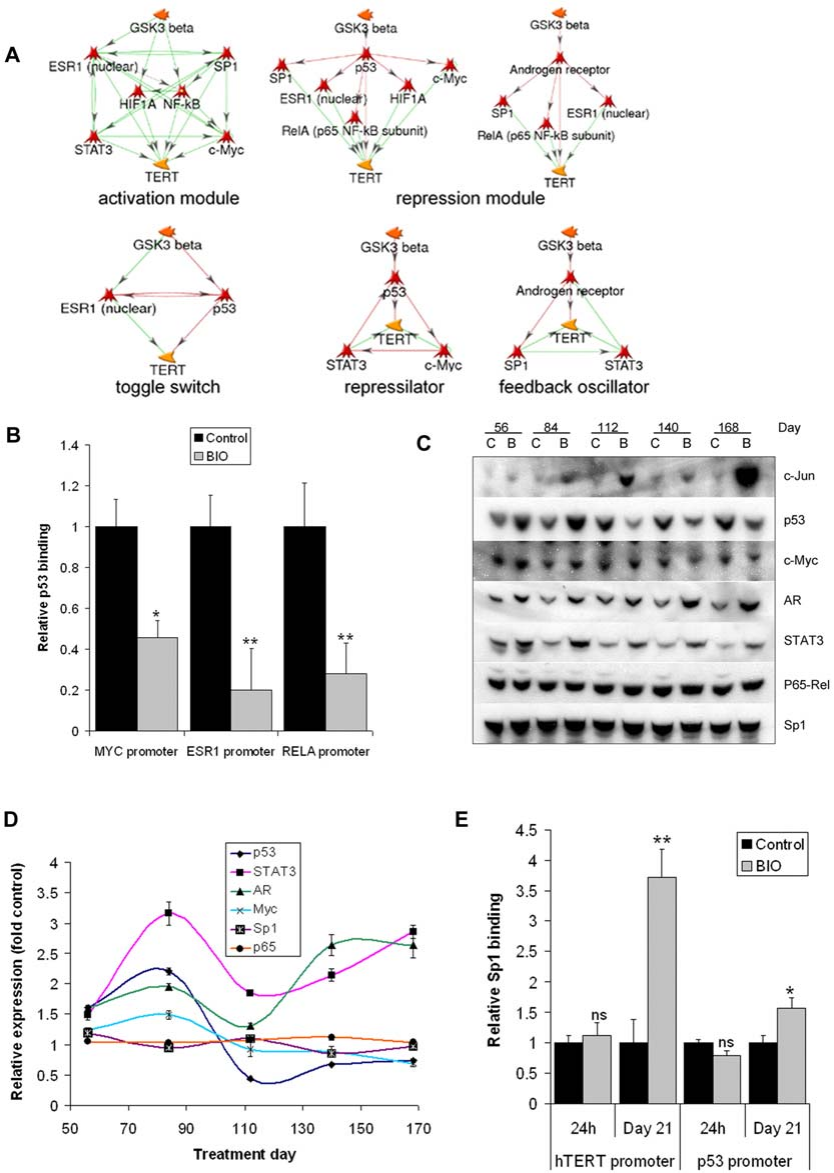
Network topology and dynamic behaviour. (A) Network motif analysis. Motifs in figure 5(B) were identified in MetaCore. Representative examples are shown. Green arrows: positive regulation; red arrows: negative regulation (reaction mechanisms not shown). (B) BIO regulates the repression module. A2780 were treated for 16 h with DMSO or 5 µM BIO prior to ChIP with p53 antibody and QPCR detection of indicated promoters. Mean±SEM of three experiments (*: p<0.05; **: p<0.01). (C) Dynamic regulation of network transcription factor expression levels under long term BIO treatment. Expression of network transcription factors in 20 µg protein samples from each time point of the 25 week time course were analysed by western blotting (C, Control; B, BIO treatment). Two independent treatments were analysed. Representative blots are shown. (D) Densitometry of (C): expression relative to control (c-Jun not shown due to scale). Mean±SEM of three measurements of each band. (E) Dynamic regulation of *hTERT* and *TP53* promoters by Sp1. A2780 were treated for 16 h with 5 µM BIO or 21 days with 2.5 µM prior to ChIP with Sp1 antibody and QPCR detection of the *hTERT* and *TP53* promoters. Mean±SEM of three experiments (ns: not significant; *: p<0.5; **: p<0.01).

To further investigate the network structure, we determined the presence of the *MYC*, *RELA*, and *ESR1* gene promoters in the p53 ChIP experiments from figure 5D in which p53 binding to the *hTERT* promoter was decreased. We found that 16 h BIO treatment also reduced immunoreactive p53 at the *MYC* promoter by 2.2-fold, by 3.6-fold at *RELA* and 5-fold at *ESR1* (Figure 7B). Therefore, the early outcome of BIO treatment with respect to p53 includes co-ordinate regulation of the *hTERT* promoter and the promoters of at least three of its activators also present in the putative repression module sub-network.

Based on the proposed network topology, we hypothesised that prolonged GSK3 inhibition might affect dynamic behaviour of some transcription factors. Re-analysis of the 25 week time course revealed complex, fluctuating expression patterns for c-Jun, p53, c-Myc, AR and STAT3 expression, but not Sp1 or p65 in BIO treated samples (figures 7C and D). AR, STAT3 and c-Jun each showed a clear oscillation, particularly striking in the case of c-Jun, with a trough occurring on day 112 for AR and STAT3 and on day 140 for c-Jun. Levels of p53 were induced by BIO on days 56 and 84 but were lower than control at all other times. A similar, though less pronounced result was observed for c-Myc. Therefore, at least 5 transcription factors known to affect *hTERT* are subject to dynamic regulation under persistent GSK3 inhibition.

Since Sp1 levels were unaffected, we assessed whether its activity might be dynamically affected under prolonged GSK3 inhibition by ChIP in A2780 after 21 day 2.5 µM BIO treatments. Recovery of both *hTERT* and *TP53* promoters were analysed and compared with recovery after 16 h treatments. In contrast with the results after 16 h, immunoreactive Sp1 levels at the *hTERT* promoter were increased by 3.7-fold after 21 days treatment. Furthermore, Sp1 epitope at the *TP53* promoter was also increased by 1.6-fold at day 21. These data confirm that Sp1 is also dynamically regulated and participates in ongoing remodelling of both *hTERT* and *TP53* promoters under persistent GSK3 inhibition.

### Whole kinome siRNA screen of the *hTERT* promoter

Finally, to enable rational prediction of *hTERT* regulatory pathways overlapping with GSK3, we performed a whole kinome siRNA screen using the *hTERT* reporter in A2780. 3 independent siRNA against each of 719 kinase and kinase-related genes were assessed. Hit criterion was >2-fold change in promoter activity by at least 2/3 siRNA. A complex network of kinases controls activity of the transfected *hTERT* promoter, with 235/719 target genes in total scoring as hits. 232 were activators of the promoter (repression by siRNA) and only 3 were repressors.

We searched MetaCore for direct phosphorylation interactions between hits and network transcription factors (figure 8A; blue circles represent mean fold promoter repression with hTERT promoter activity values for each network target given in figure 8B). At least 54 hit kinases participate in upstream pathways and 38 hits directly phosphorylate one or more of the transcription factors. Critical divergence hubs with respect to the network transcription factors are GSK3 itself, p90-RSK, several PKC isoforms, PKA, JNK and p38. These hubs are predicted to be important modifiers of *hTERT* suppression with GSK3 inhibitors and preferred targets for combinatorial inhibition.

**Figure 8:**
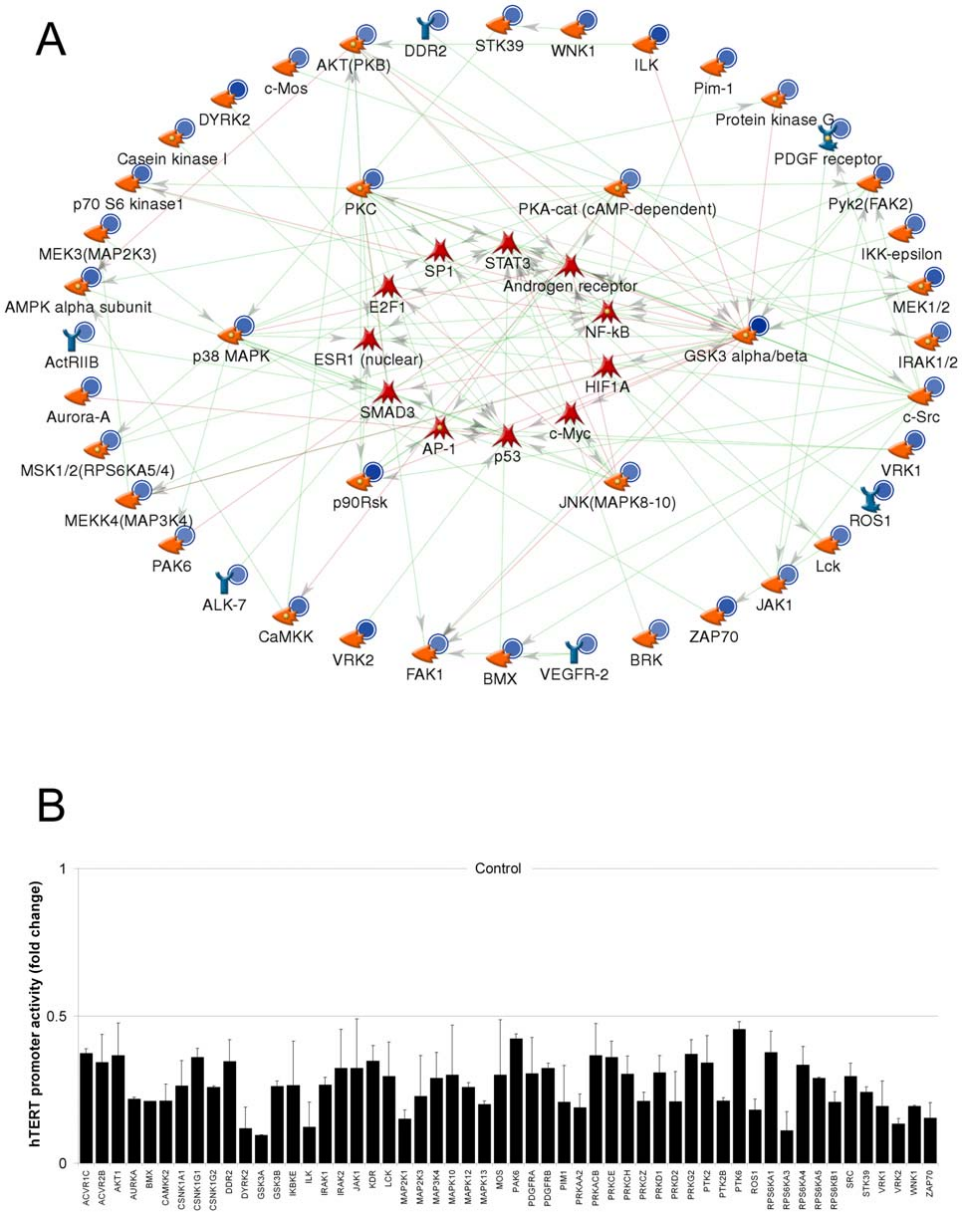
Whole-kinome RNAi screen of the *hTERT* promoter in A2780. (A) *hTERT*-luciferase was cotransfected with 50 nM siRNA in triplicate. 48 h post-transfection, luciferase assays were performed. 3 independent siRNA per target were assessed. Hit criterion was >2-fold change in promoter activity by at least 2/3 siRNA. 235 hit IDs were analysed in MetaCore using the “direct interactions” algorithm limited to phosphorylation interactions. Green arrows: positive regulation; red: negative regulation. Blue circles: siRNA repressed the *hTERT* promoter. Circle shading intensity indicates fold change (minimum 2-fold). Average derived from all independent hit siRNA is shown. (B) Relative repression of the hTERT promoter by siRNA against targets in the network model. Luciferase activities were calculated relative to control (non-specific) for each siRNA. Figure shows mean±SEM derived from all independent hit siRNA for each target.

## Discussion

In this study we show that GSK3 activates *hTERT* gene expression and regulates telomere length homeostasis. We identified GSK3 as a potential pharmacological target to inhibit *hTERT* expression in a promoter screen of well defined kinase inhibitors. The result was confirmed using independent selective inhibitors of different chemotypes. BIO, GSK3β-specific siRNA, and genetic agonists of Wnt signalling all suppressed *hTERT* promoter activity in five cancer cell lines. Interestingly, over-expression of β-catenin increased promoter activity, suggesting a possible dual effect of Wnts on the *hTERT* promoter mediated by both canonical and non-canonical pathways. Regulation of endogenous *hTERT* by Wnts was not assessed in this study, though Wnt5A was previously shown to suppress telomerase in renal carcinoma cells [24]. Telomerase suppression by GSK3 inhibitors may partly involve Wnt pathways, but presumably also involves other GSK3 activities.

Multiplex phospho-specific western analysis in BIO treated A2780 revealed a complex functional signature involving altered expression of β-catenin, cyclins D1, B1 and E2, GS, as well as p90-RSK, STAT3 and IkB. Additionally, altered phosphorylation of AKT, p90-RSK, PP1α, cdc2 and STAT3 were observed. Observation of several markers over five weeks continuous treatment confirmed that GSK3 could be inhibited over prolonged periods.

Most importantly, BIO suppressed *hTERT* expression and telomerase activity with resultant telomere shortening over five weeks treatment in three cancer cell lines, indicating that a promoter screening approach can identify *bona fide* telomerase inhibitors. Microarray and network analysis of GSK3 inhibited A2780 suggested that the activities of multiple transcription factors could be altered. We defined a candidate network linking GSK3 and *hTERT* via some or all of Sp1, E2F1, STAT3, SMAD3, ESR1, AR, HIF-1α, NFκb, AP-1, p53 and c-Myc.

In support of the network model, 16 h BIO treatment altered binding affinity of A2780 nuclear extracts to multiple consensus oligonucleotides, including sites for c-Myc, NFκB, SMAD3, p53, Sp1 and STAT3. Critically, ChIP analysis indicated that immunoreactive c-Myc, p53 and NFκB p65 were reduced at the endogenous *hTERT* promoter by 16 h BIO treatment while STAT3 was increased. It should be noted that ChIP results may reflect changes either in DNA binding or in epitope masking. In either case, GSK3 inhibition causes rapid and widespread remodelling of the *hTERT* promoter involving at least these factors and possibly others suggested by the network and oligo binding analyses. Both activators and repressors of *hTERT* were affected, underscoring the difficulty of interpreting the transcriptional effect in terms of single factors.

GSK3 regulates several transcription factors directly and effectors PTEN, β-catenin, p21, FAK1, Tuberin, cyclin D1 and cyclin D2 may also play a role. We have not directly addressed their roles in this study, though FAK1 siRNA suppressed the *hTERT* promoter in A2780 and β-catenin over-expression up-regulated the promoter in several cell lines. Furthermore, BIO increased expression of β-catenin and cyclin D1 in A2780 cells and reduced AKT phosphorylation which may occur downstream of PTEN [25]. Previous studies have shown regulation of *hTERT* and/or telomerase in various experimental settings by several of these factors [26], [27].

Consequently, GSK3 may control *hTERT* expression in a broad range of cells, including those with mutation or disruption in one or more branches of the network as in 5637 (mutant p53) or HCT116 (mutant β-catenin). Thus, GSK3 could be an attractive pharmacological target for broad spectrum suppression of telomerase in cancer cells. In support of a therapeutic application, BIO caused tumour growth delay and inhibited endogenous *hTERT* expression in established A2780 xenografts without overt toxicity. Unexpectedly, however, prolonged inhibition of GSK3 in cultured A2780 did not lead to stable *hTERT* suppression, although telomere lengths were profoundly reduced. Rather, dynamic oscillation of *hTERT* was observed.

Complex inter-transcription factor interactions are expected from the model. Upstream of *hTERT* are multiple densely overlapping coherent type 1 feed-forward motifs mainly organised by ESR1 and Sp1 (activation module). A series of coherent type 2 motifs emanates from AR and p53 (repression module). Both motif architectures may reduce the impact of transient noise in genetic networks and may therefore govern stable activation or repression of *hTERT* [21]. Although direct validation of individual motifs is beyond the scope of this study, BIO reduced p53 binding at *hTERT*, *MYC*, *RELA*, and *ESR1* promoters in ChIP experiments, suggesting coordinated functional regulation of transcriptional interactions consistent with the proposed topology of the repression module. The network also contains multiple potential switch and feedback oscillator motifs, suggesting there is substantial scope for dynamic network behaviour [21]–[23].

Indeed, several network components, including p53 and NFκB are known to exhibit dynamic oscillations under certain conditions [28], [29]. Inter-transcription factor interactions may provide another mechanism for dynamic behaviour. Notably, GSK3 directly controls stability of several transcription factors [30]. An interesting possibility is that GSK3 exerts a “compressor” effect which fine-tunes the overall network steady state. Consistent with this interpretation, expression of several transcription factors varied dynamically over long term GSK3 inhibition.

Currently, the frequency of these fluctuations is unknown and may even involve stochastic events. Therefore, other apparently unaffected factors may also be regulated at different time points, or their activities may be subject to dynamic changes independently of expression, as would appear to be the case with Sp1. Overnight BIO treatment had no effect on Sp1 levels at the *hTERT* promoter and its expression was unaffected in the time course. However, 3 week treatments did increase Sp1 epitope at both the *hTERT* and *TP53* promoters, confirming that it participates in dynamic regulation of *hTERT* and other network components.

Knowledge of other druggable target pathways affecting the network may provide strategies to complement and/or stabilise telomerase inhibition. To discover other candidate kinase targets potentially affecting *hTERT*, we performed a whole kinome siRNA screen using the *hTERT* reporter, revealing 235 kinase genes that regulate promoter activity in A2780, of which at least 54 phosphorylate components of the network model. Key hubs were GSK3 itself, p90-RSK, several PKC isoforms, PKA, and the JNK and p38 MAP kinases. Future studies will determine their functional involvement in regulation of telomerase by GSK3.

In summary, our results suggest computational and screening approaches combined with appropriate focused validation efforts may lead to a more nuanced understanding of telomerase gene regulation. Our data lend support to the emerging prospect of GSK3 inhibitor therapy of cancer, both from the standpoint of telomerase inhibition and because of the rapid xenograft growth reduction effect observed which may also involve additional effects of GSK3 inhibition [31]. However, prolonged GSK3 inhibition has complex network effects, at least in cancer cells. Therefore, combinatorial regimens may be most appropriate. This finding may also have implications for the use of single agent GSK3 inhibitors in the settings of bipolar disorder, Alzheimer's disease and diabetes in which long term treatment schedules are also required. We have identified several markers of dynamic network behaviour. Their examination in suitable model systems for these disorders may also be advisable. Finally, GSK3 inhibition has been proposed as a method to expand stem and progenitor cell pools. Protocols involving telomerase positive progenitors should also address telomere status.

## Materials and Methods

### Cell lines, plasmids, siRNA and inhibitors

Cells used were: 5637 bladder carcinoma, C33A cervical carcinoma, A549 lung adenocarcinoma, and HCT116 colon carcinoma cells, obtained from ATCC, and A2780 ovarian adenocarcinoma cells, originally obtained from Dr RF Ozols [32]. Reporter pGL3-*hTERT* contains the *hTERT* promoter region -585/-9, relative to the translational start site. Plasmids pCMV-mWnt3 and pCMV-mWnt5a were kindly provided by Dr. Mejlinda Lako (Institute for Ageing and Health, Newcastle University, UK). Human DVL2 and β-catenin expression vectors were obtained from Origene (Rockville, MD). The whole kinome siRNA library, non-specific siRNA and GSK3β-specific siRNA (siRNA 42839: sense sequence 5′-GGACAAGAGAUUUAAGAAUtt; siRNA 203: sense sequence 5′-GGUGACAACAGUGGUGGCAtt) were obtained from Applied Biosystems (Warrington, UK). The kinase inhibitor library was obtained from Biomol International Ltd (UK). BIO, AR-A014418, TWS119, Roscovitine, and 1-MeBIO were obtained from EMD Biosciences (Nottingham, UK).

### Transfections and luciferase assay

All transfections were performed in quadruplicate using lipofectamine according to the manufacturer's instructions using a 2∶1 ratio reagent:DNA (Invitrogen, Paisley, UK). Under these conditions, transfection efficiencies were found by pSV40-βGal assay to be: HCT116, 51%; A549, 39%; A2780, 27%; 5637, 29%; C33A, 28%. 250 ng *hTERT* reporter plasmid per well was transfected in 96-well luminometer plates (Fisher Scientific UK, Leicestershire, UK). 32 h post-transfection cells were exposed to inhibitors for 16 h. In cotransfections, 250 ng expression vectors or 50 nM siRNAs were included. 30 ng pSV40-Renilla luciferase expression plasmid (Promega Ltd, Madison, WI) was included in each well for normalisation. 48 h post-transfection, luciferase activities were determined using dual luciferase assay reagents according to the manufacturer's instructions (Promega Ltd, Madison, WI). All experiments were repeated at least 3 times.

### MTT assay

Cells were seeded in quadruplicate wells and triplicate 96-well plates 2 days prior to addition of inhibitor titrations. Cells were exposed to inhibitors for 16 h then incubated for an additional 3–4 days prior to MTT assay (MTT supplied by Sigma (Dorset, UK)). MTT reduction assays were performed using Softmax Pro 4.6 software (Molecular Devices Ltd., Wokingham, UK). All experiments were repeated at least 3 times.

### Western blotting

Protein extracts were prepared in passive lysis buffer (Promega Ltd, Madison, WI). Protein concentrations were estimated at OD595 using the BioRad protein assay (BioRad Laboratories Ltd, Hemel Hempstead, UK). 20 µg protein for singleplex experiments, or 1 mg protein for multiplex analysis, were separated by SDS-PAGE, blotted onto PVDF filter (Millipore, Watford, UK) and blocked overnight in PBS-T containing 5% non-fat dried milk. All antibodies are listed in supporting file S1. For multiplex analysis, membrane was separated into lanes using Immunetics' miniblotter 28 dual apparatus (Web Scientific, UK). Primary antibodies were detected with HRP-conjugated secondary. HRP was detected using ECL HRP detection reagents (Amersham Pharmacia, Buckinghamshire, U.K.). All experiments were performed at least twice.

### ChIP assays

DMSO or BIO treated cells were harvested at 70%–80% confluence. ChIP assays were performed following instructions of the kit supplier (Millipore, Watford, UK). Cell layers were fixed in formaldehyde and lysed in SDS buffer with protease inhibitors. Chromatin fragments of 500 bp-1 kb were generated by sonication using a Branson S25OD sonifier (Branson Ultrasonics Corp., Danbury, CT). All antibodies are listed in supporting file S1. Each assay included a no antibody control. Each promoter was detected by Q-PCR in triplicate using Genetic Research Instrumentation Opticon monitor equipment and software (Essex, UK) and sybr green fluorophore. Promoter-specific primers used were: *hTERT*, 5′-CATTCGTGGTGCCCGGAGC and 5′-GCCCCAGCGGAGAGAGGTCG or 5′-GCGACCTGTAATCCTAAGTATT and 5′-GGGTTGCTCAAGTTTGGATCTAA for p53 binding analysis; *TP53*, 5′-GCACCAGGTCGGCGAGAATCCTG and 5′-CGTGGAAAGCACGCTCCCAGCC; *ESR1*, 5′- CCAATGTCAGGGCAAGGCAA and 5′-GGAGCCTGCGGGTCCGGTGAA; *RELA*, 5′-AGTTCAACCACCCGGCCTCT and 5′-GAGGGTGGGTCCGCCGATTA; *MYC*, 5′-GCTGCCCGGCTGAGTCTCCTCCC and 5′-CCTCCCCACCTTCCCCACCCTC. Optical read temperatures were optimised to exclude primer dimers. All ChIP experiments were performed at least 3 times. Q-PCR was repeated twice for each experiment.

### TRAP assay

The TRAPeze XL kit was used for TRAP assay according to the manufacturer's instructions (Millipore, Watford, UK). Cell pellets were lysed in CHAPS lysis buffer and protein concentrations estimated by Bio-Rad assay (BioRad Laboratories Ltd, Hemel Hempstead, UK). 0.5 µg protein was mixed with TRAPeze reaction mix containing TS primer, fluorescein labelled RP primer, control template and sulforhodamine labelled control K2 primer. Each assay included no-telomerase, no-Taq, and heat-treated controls. Extension products were generated at 30C followed by Q-PCR detection in triplicate using Chromo4 equipment and software (BioRad Laboratories Ltd, Hemel Hempstead, UK). Total product generated was measured against TR8 standards and normalised to the ROX internal control. All experiments were performed three times and the TRAP assay was repeated twice for each experiment.

### TRF analysis

Telomere length assays were performed using the teloTAGGG kit according to the manufacturer's instructions (Roche Diagnostics Ltd., West Sussex, UK). 1 µg genomic DNA from cell pellets was digested with HinfI/RsaI. Digestion products were separated by gel electrophoresis alongside DIG-labelled molecular weight markers and blotted onto positively charged nylon membrane (Roche Diagnostics Ltd., West Sussex, UK). Membranes were UV cross-linked, baked at 120C and washed in 2×SSC solution. Hybridisation of the DIG-labelled telomeric probe was performed using buffers and probe provided. Finally, membranes were washed, probed with alkaline phosphatase conjugated anti-DIG and exposed to the CDP-star substrate. All experiments were performed at least twice.

### Quantitative RT PCR

Q-PCR was performed in triplicate using Genetic Research Instrumentation (Essex, UK) Opticon monitor equipment and software. Sybr green was used as fluorophore. The primers used were: *RPS15*, 5′-TTCCGCAAGTTCACCTACC and 5′-CGGGCCGGCCATGCTTTACG; *hTERT* 5′-CTGCTGCGCACGTGGGAAGC and 5′-GGACACCTGGCGGAAGGAG. Optical read temperatures were optimised to exclude primer dimers. All treatments were repeated three times and Q-PCR was performed twice for each assay. Splice variant PCR was performed with primers 5′-GCCTGAGCTGTACTTTGTCAA and 5′-GCCAAACAGCTTGTTCTCCATGTC and analysed using an Agilent Bioanalyser 2100 and DNA-1000 assay chips (Agilent Technologies, Santa Clara, CA).

### Microarray processing

RNA from 3 independent treatments was labelled and amplified using the two-colour microarray gene expression analysis protocol (Agilent Technologies, Santa Clara, CA). Control cell RNA was labelled with cyanine 3-CTP and BIO treated cell RNA labelled with cyanine 5-CTP. 

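Because BIO was always in the cyanine 5 channel, a dye bias of a probe and the effect of BIO cannot be told apart on these arrays. Spike-in transcripts, mixed into both samples at known ratios, were read by the scanner software with a correlation of 0.97 to 0.99 between observed and expected log ratios. The slope was 0.81 to 0.86, so that the spread of known ratios was read somewhat too small. The intercept was 0.047 to 0.199 on the log10 scale, so that an equal mix was read as higher in the BIO channel on every array. Known falls were therefore shrunk more than known rises. On every array the log2 ratio rose with brightness, with a median of 0.01 to 0.13 in the dimmest 20% of probes well above background in both channels and 0.48 to 0.99 in the brightest 20%.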

750 ng of cy-3 and cy-5 labelled, amplified cRNA were mixed and hybridised in duplicate to 44 k Agilent whole human genome microarrays, according to the manufacturers instructions and incubated for 17 hrs at 60°C in a rotating hybridisation oven. Arrays were washed on a magnetic stirrer using Agilent wash buffers. Slides were scanned on an Agilent DNA microarray scanner at 5 µm resolution, PMT at 100% and 10%. The extended dynamic range setting corrected for saturation.

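In the deposited files between 0 and 1 non-control spots per array were marked saturated in the DMSO channel, and between 0 and 4 in the BIO channel.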

### Microarray data analysis

Microarray data was processed in line with the Microarray Gene Expression Data Society (http://www.mged.org/) to standardize the presentation of microarray data. MIAME compliant data have been deposited for public access in the Gene Expression Omnibus (GEO) at http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE14532. Data was extracted using Agilent Feature Extraction software version 8.1 (Agilent Technologies). Background-subtracted data for separated red and green channels was imported into GeneSpring GX 7.3.1 (Agilent Technologies, Santa Clara, CA) for normalisation and statistical analysis. Intra-array normalisation was carried out using the 50^th^ percentile for each microarray. 

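The median background-subtracted signal lay between 57.0 and 136 in DMSO and between 65.7 and 202 in BIO. The lowest signal marked well above background was 0.21 to 0.42 of the median in DMSO and 0.19 to 0.30 in BIO.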

Significant differences in expression between DMSO control and BIO treated cells were determined using Welch analysis of variance (ANOVA) assuming normality, but not equal variances and Benjamini and Hochberg false discovery rate multiple testing correction of 5%. 

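On the tested probes the methods' t-test between the 6 BIO and 6 DMSO channel values, with every array counted, gave 468 probes over 5-fold at an adjusted p under 0.01. On treatment means, which count each treatment once, it gave 2, and 305 with the unadjusted p.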

IDs with >5-fold intensity change, p<0.01 were selected for further analysis.

### MetaCore network analysis

Differentially expressed genes from supporting file S2 were analysed using the “transcription regulation” algorithm in MetaCore from GeneGo Inc. (filters: positive and negative interaction types; all mechanisms). All genes from the 10 most significant returned networks were merged to an enriched list and analysed using the “auto expand” algorithm (filters: positive and negative interaction types; all mechanisms). A best fit transcriptional network was identified by varying the network size. Edges linking high-degree transcription factors with GSK3 were identified using the “analyse network” algorithm (filters: positive and negative interaction types, all mechanisms). For kinome-wide RNAi analysis, edges linking hits with high-degree transcription factors from the candidate pathway were identified using the “direct interactions” algorithm (filters: positive and negative phosphorylation interaction types only, kinase and transcription factor object-types only). Algorithms are described in [20]. All interactions in MetaCore are manually compiled from full text articles. All references are available on request.

### Multiplex oligonucleotide binding assay

Consensus oligonucleotide binding assay was performed using the protein/DNA array I kit from Panomics (Freemont, CA) according to the manufacturers instructions. 10 µg nuclear extracts prepared with Panomics nuclear extraction kit were incubated with biotin labelled consensus oligonucleotide probe mix. Bound probes were isolated on spin columns, denatured and hybridised to nylon membrane containing a consensus transcription factor binding sequence array. Membranes were washed in hybridisation wash I and wash II then blocked using blocking buffer supplied. Finally, membranes were incubated with streptavidin-HRP, washed, and labelled probes were detected with chemiluminescent detection reagents supplied.

### Xenograft experiments

Animal studies were carried out under an appropriate United Kingdom Home Office Project Licence and all work conformed to UKCCR Guidelines for welfare of animals in experimental neoplasia. 10^7^ A2780 cells in PBS were injected subcutaneously into the right flank of CD1 *nu/nu* mice (Charles River). After 7 to 10 days when mean tumour diameter was ∼0.5 cm (day 0), animals were randomized in groups of 6. A stock solution of 2 mg/ml BIO was prepared and diluted into PBS immediately before injection. Mice were treated intraperitoneally with BIO at a dose of 2 mg/kg on alternate days or at a dose of 6 mg/kg twice weekly on days 1 and 4. Tumour volumes were estimated by calliper measurements assuming spherical geometry (volume = d^3^×π/6).

### Densitometry

Densitometry was performed on telomere length experiments, western blots and multiplex oligonucleotide binding experiments using a BioRad GS-800 densitometer (BioRad Laboratories Ltd, Hemel Hempstead, UK) and Quantity One software.

### Statistical analysis

Statistical analysis of all experiments was performed by one way ANOVA except *hTERT* expression in xenografts, which was analysed by Mann-Witney U test.

## Supporting Information

Figure S1 Chemical structures of GSK3 inhibitors reported in the study.
(0.14 MB TIF) Click here for additional data file.

Figure S2 BIO, but not MeBIO, activates β-catenin signalling.
(0.07 MB TIF) Click here for additional data file.

Figure S3 Regulation of Topflash reporter activity by over-expression of Wnt pathway components.
(0.15 MB TIF) Click here for additional data file.

Figure S4 BIO selectively represses expression of the full length hTERT transcript in A2780.
(0.94 MB TIF) Click here for additional data file.

Figure S5 Representative results of MetaCore “transcriptional-regulation” algorithm analysis.
(3.60 MB TIF) Click here for additional data file.

Figure S6 Optimisation of the best-fit transcriptional network.
(1.23 MB TIF) Click here for additional data file.

Figure S7 Expression of hTERT after 16 h treatment with 5 µM BIO
(1.92 MB TIF) Click here for additional data file.

Supporting File S1 Antibodies used in the study.
(0.02 MB XLS) Click here for additional data file.

Supporting File S2 Differentially expressed Agilent IDs and fold intensity change.
(0.09 MB XLS) Click here for additional data file.

Supporting File S3 Best fit transcriptional network statistics.
(0.21 MB XLS) Click here for additional data file.

Supporting File S4 Legends to supporting figures and files
(0.03 MB DOC) Click here for additional data file.

# Supplementary material for: Dynamic Telomerase Gene Suppression via Network Effects of GSK3 Inhibition
**Source:** PLoS One. 2009 Jul 31;4(7):e6459. doi: 10.1371/journal.pone.0006459
**Supplement:** Supporting File S4 — Legends to supporting figures and files (0.03 MB DOC)

**Supporting figure S1**

Chemical structures of GSK3 inhibitors reported in the study.

**Supporting figure S2**

BIO, but not MeBIO, activates -catenin signalling. Cell lines shown were transfected in triplicate with 250ng Topflash luciferase reporter. 32h later cells were treated for 16h with BIO or MeBIO at 2.5M for 16h prior to luciferase assay. Mean ± SEM of 3 experiments.

**Supporting figure S3**

Regulation of Topflash reporter activity by over-expression of Wnt pathway components. Cell lines shown were transfected in triplicate with 250ng Topflash luciferase reporter and 250ng expression vectors indicated. 48h later luciferase assays were performed. Mean ± SEM of 2 experiments.

**Supporting figure S4**

BIO selectively represses expression of the full length *hTERT* transcript in A2780. Control and treated samples from each time point were analysed by Q-RTPCR for ribosomal S15 expression. 100ng/uL S15 equivalents were added to semi-quantitative PCR reactions and quantified using the Agilent Bioanalyser 2100 and DNA-1000 assay chips. Mean and standard errors from three independent 5 week treatments are shown. Expression of *hTERT* transcripts in BIO treated cells relative to controls is shown.

**Supporting figure S5**

Representative results of MetaCore “transcriptional-regulation” algorithm analysis. Differentially expressed genes were identified with Agilent whole genome expression arrays (n=3; mean fold change>5; p<0.01). Networks returned by transcription-regulation analysis centre on high-degree transcription factor neighbours of differentially expressed genes. Network for ESR1 is shown. Blue circles: genes downregulated in BIO treated cells; red circles: upregulated genes. Circle shading intensities indicate fold change (minimum 5-fold). Arrows represent biological effects (interaction mechanisms not shown). Green: activation; red: inhibition.

**Supporting figure S6**

Optimisation of the best-fit transcriptional network. MetaCore auto-expand algorithm was performed on 144 network object IDs exported to an enriched gene list. Prior to execution of the algorithm, maximum network size was adjusted by setting the nodes/fragment between 10 and 100 nodes/fragment using “advanced options”. The optimal network had 25 nodes/fragment and featured 237 nodes in total, of which 144 were differentially expressed.

**Supporting figure S7**

Expression of *hTERT* after 16h treatment with 5M BIO. A2780 cells were treated with DMSO or BIO and subsequently harvested for Q-RTPCR for *hTERT* or ribosomal S15. Expression of *hTERT* was normalised to S15. Mean and standard error of *hTERT* expression relative to control from three independent experiments is shown.

**Descriptions of supporting files:**

**Supporting file S 1**

File contains a list of all primers, antibodies and suppliers used in the study.

**Supporting file S2**

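This table gives for each Agilent ID the intensity in BIO treated cells over that in control cells, with a minus sign before the inverse where the intensity was lower. Of the listed IDs, 718 are lower and 330 higher. Among those listed as higher, 6 are control probes for spike-in transcripts and not for human genes. On the arrays the spike-in E1A_r60_a22 had a log2 ratio between 3.24 and 3.90, and 32 spots per array carry it.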

1048 differentially expressed Agilent IDs with fold change in intensity in BIO treated cells relative to control.

**Supporting file S 3**

File contains detailed information about the best-fit transcriptional network, including network object expression levels and degrees. Options tab: network build options. Experiments tab: expressed genes present in network. Nodes tab: all objects present in network. Other tabs show hubs, transcription factors, membrane proteins and secreted proteins present in network. Edge numbers: green, total edges in network; red, hidden edges (present in network but not shown).

How the deposited data were processed for this re-analysis (not part of the article)

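Gene expression was measured in A2780 cells after 21 days with 2.5 µM BIO or DMSO, in 3 independent treatments with 2 duplicate arrays each. The sample labels write the same dose as 2.5 mM. The samples were grouped by treatment, as the labels give it, and duplicates were averaged, since they hold the same RNA.

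The authors extracted each array with Agilent Feature Extraction, and the deposited files hold the intensity of each spot in both channels, with background-subtracted, raw median and processed signals. The deposited files give software version 9.1.1.1, and the methods give 8.1. The deposited log10 ratio in these files is that of the processed signals, red over green, and was used only to read the other table. That table, which the authors deposited as processed values, was found to hold the natural log of BIO over DMSO, with a lowest value equal to a ratio of 0.01. Its 2 columns of treatment 1 followed the files of the other duplicate more closely, with correlations of 0.99 against 0.89 and 0.87, and the means per treatment do not depend on their order. Each array has 45015 spots, 43376 of them for human transcripts and 1639 controls, and these give 41000 probes.

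From the background-subtracted intensity, each channel was scaled by its 50th percentile, as the methods state. The methods' text names no rule for signals at or below zero. Scaled signals under the lowest one well above background in that channel of that array were set to it, and log2 was taken. Spots marked as non-uniform or as population outliers were left out, saturated spots were kept, and the spots of a probe were averaged. Probes well above background in the same channel on all 6 arrays, with values in at least 2 treatments, were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment. Of the tested probes, 200 had values in only 2 treatments. Counts are of probes at an adjusted p under 0.01 with a fold over 5, or at an adjusted p under 0.05.

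Probes were named through their accessions in a table of assembly GRCh38.p14, which matched 23434 probes, and kept the name in the files otherwise for 17566. A gene is represented by its brightest probe. The genes named in the text are those the study names, and the 5 highest and 5 lowest log2 fold changes among probes with a gene symbol that passed the fold and p limits, were well above background in both channels on all arrays and changed the same way on all 6. Gene lists were set before the data were examined for the Wnt targets, transcription factors and effectors the study names, the telomerase and telomere genes, proteins of its western blots together with RPS15, its RT-QPCR reference, and gene sets (beta-catenin feedback genes, aryl hydrocarbon receptor targets, interferon genes and cell cycle genes). The results of some single genes and of one further set are not reported here, and counts and adjustments, over 5 sets in all, include them. The sets were tested with camera, at a preset correlation of 0.01, and with fry, over genes with values in all 3 treatments.

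Both channels of a treatment lie on the same arrays, which pairs them. The deviations of the channels from their group means correlated within treatments with 0.66, 0.54 and 0.66. The fit on ratios uses this pairing.

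Alternatives set before the data were examined were the normexp background correction with an offset of 50, loess within arrays, both together, the processed signals, the deposited table, a floor at 0.01 of the median, no filter on dim probes, a filter on both channels, outlier spots kept, all 6 arrays with the treatment or the slide as a random block or as independent, no pairing, the methods' t-test on 3 or 6 values per group, each treatment left out, other thresholds, and the median over the probes of a gene. Normexp used the raw median signals, since 4 of the 6 files lack the mean signal. The 3 fits over 6 arrays share one value in the camera test, which takes no block. Other combinations were added after the values were seen and are named where they appear. A bound for a gene below background in one channel was taken after loess and Aquantile scaling.

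The script was tested on simulated data with 3 treatments in duplicate, with 200 of 24693 probes changed. Of the changed probes, 62% were recovered at an adjusted p under 0.05. Among those changed 8-fold, 89.1% passed the fold and p limits. Of the probes called at an adjusted p under 0.05, 6.06% were unchanged. The simulation changed few probes, all bright in both channels, and held no dye bias, brightness trend or slide effect. It therefore tests the script and does not give the error rate of the real calls. The 6 arrays lay on 2 slides in 2 scan sessions, one with both arrays of treatment 1 and the other with those of treatments 2 and 3. Among 17 measures of array quality, no single array stood far from the other 5, a comparison that cannot find a pair of arrays that deviate together. Both arrays of treatment 1 were brighter than the rest, with median BIO signals of 202 and 181 against 65.7 to 78.5, and median DMSO signals of 136 and 88.3 against 57.0 to 60.8.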

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

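The gene lists in this part were set before the data were examined, and of the tests of explanations below only that of slower growth was set then, the others being chosen after the results were seen. The paper does not discuss these genes as groups. Each list stood apart from the other genes in camera at a preset correlation of 0.01, and fry gave adjusted p of 0.0126 and 0.0173, but with the correlation between genes estimated from the 3 treatments neither list passed, with adjusted p of 0.239 and 0.417. The median log2 fold change of the genes in this test was 0.32, and means are also given relative to it.

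The interferon genes, a list chosen because supporting file S3 holds such genes that fell, had a mean log2 fold change of -1.21, or -1.53 relative to all genes (camera adjusted p = 1.25e-11), and with normexp -0.66 relative to all genes (adjusted p = 1.94e-11). They were lower in 21 of 24 genes, and the mean was -0.99, -1.32 and -1.33 in treatments 1 to 3. IFIT2 had -2.94, IFIT3 -2.90 and BST2 -2.84, while IFI44 and IFI44L were higher with 2.74 and 2.37 (genes picked out after their values were seen). Scaling by the median is not the whole source of this, since under loess the camera adjusted p was 9.74e-09, and neither is treatment 1 alone, since without it the adjusted p was 8.84e-12. A dye bias of single probes stays open, with 0 dye-swapped arrays. Of the 30 genes of the list, 7 are represented by probes in supporting file S2, so the list is in part chosen on these arrays. A lower interferon response under BIO is a hypothesis that these arrays cannot separate from dye bias.

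The cell cycle genes had a mean log2 fold change of 0.87, or 0.55 relative to all genes (camera adjusted p = 0.000203), with 25 of 25 higher. Such transcripts are bright, and the ratio rises with brightness on every array. Loess lowered the mean to 0.30 relative to all genes and left 20 of 25 higher, with an adjusted p of 0.00639, so that the dye trend may account for part of the change and not for all of it. The study found slower growth of BIO treated A2780. The prediction set from this was lower levels of these genes, and this was not seen. Cell counts do not tell why growth slowed, so the result does not speak against slower growth.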

How the results depend on the processing

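The processing alternatives were set before the data were examined, except 2 combinations and the comparison with RPS15 named below.

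The count of probes over 5-fold, 477 in the main setting, was 61 with normexp, 56 with normexp and loess, 316 with the filter on both channels and 724 with the floor at 0.01 of the median. With the methods' t-test on 3 values per group it was 2, or 305 unadjusted. Leaving out each treatment in turn gave 433 to 583. The other planned settings gave counts within 1.5 times of the main one, and the thresholds of an adjusted p under 0.05 and of a fold alone left it at 477. The share of lower probes among them was 80.3% in the main setting, 88.7% under loess, 94.6% under normexp and loess and 29.5% under normexp. With the floor at 0.01 of the median, no filter and the methods' t-test, a combination chosen after seeing the data, it was 1045 with 6 values per group and 1 with 3.

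The count at an adjusted p under 0.05, 12934 in the main setting, was 6050 with normexp and loess, 7316 with no replicate block and 28392 with no filter on dim probes. In the last, 10850 probes not well above background on any array were called, 10850 of them lower, because both channels then stand at their floors and the floor of BIO lay 0.47 below that of DMSO on the log2 scale. It was 879 with the methods' t-test on 3 values, 7806 unadjusted, and 120 with the added combination on 3 values. Leaving out a treatment gave 8787 to 13812. The share of higher probes was 70.6% in the main setting, 44.4% under loess, 90.5% under normexp, 51.5% with normexp and loess, 57.7% with the processed signals, 57.0% with the deposited table and 36.9% with no filter. The direction of the typical probe therefore depends on the scaling.

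The listed IDs over 5-fold, 456 in the main setting, were 43 with normexp, 48 with normexp and loess, and 1021 with each added combination. Leaving out a treatment gave 402 to 461.

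The count of Wnt targets, 12, changed by over 1.5 times only with the methods' t-test on 3 values, to 3. With no filter it was 15. Of the added genes, DKK4 and EPHB1 were not well above background on any array, and EPHB6 was so in BIO on 1 array. Leaving out a treatment gave 12 to 13. The count of transcription factors, 11, was 7 under loess, 5 under normexp and loess, 6 with no replicate block, 0 with the methods' t-test on 3 values and 5 unadjusted, against 16 with 6 arrays as independent. Leaving out a treatment gave 7 to 11. Network genes in the listed direction, 88 in the main setting, were 58 with the filter on both channels, which tests fewer genes, and 87 to 88 with a treatment left out. Without the pairing of the channels the Wnt targets were 11 and the probes over 5-fold 446, and the gene sets kept their side of the threshold.

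TERT had a log2 fold change of -0.35. It was 0.0392 with normexp, a change of sign, -0.64 with loess (adjusted p = 0.031) and -1.10 relative to RPS15, a setting added after its values were seen, against -0.41 relative to RPS15 under loess. It ran from -0.65 to -0.19 with a treatment left out, and its adjusted p from 0.00542 to 0.643. The low end of both ranges is from leaving out treatment 1.

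Beta-catenin feedback genes had a camera adjusted p of 0.0528 and a mean of 1.18 relative to all genes. The mean was 1.24 (adjusted p = 9.79e-08) with no filter and 0.96 (adjusted p = 0.0286) with the median over probes, and 1.14 to 1.23 with a treatment left out (adjusted p from 2.81e-07 to 0.0314), and these passed the threshold that the main setting missed. It was lower with the filter on both channels, at 0.47 (adjusted p = 0.344), with normexp and loess, at 0.50 (adjusted p = 0.302), and with normexp, at 0.72 (adjusted p = 0.177). The remaining alternatives left it between 1.17 and 1.26, above the threshold in adjusted p. Interferon genes had -1.59 to -1.47, cell cycle genes 0.50 to 0.60 and aryl hydrocarbon receptor targets 0.31 to 0.68 with a treatment left out. Over all alternatives run the ranges were wider, with -1.65 to -0.66, 0.27 to 1.14 and 0.24 to 0.68, the interferon mean being closest to 0 with normexp. In camera at the preset correlation, these 3 lists kept their side of the threshold in every processing alternative run. Other tests of the main values moved them across it. With the correlation estimated, the adjusted p was 0.239 for interferon genes and 0.417 for cell cycle genes. By fry it was 0.0173 for aryl hydrocarbon receptor targets.

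Single genes were followed through the alternatives where the text names them or they are in the lists other than the gene sets. Of these, calls that changed sign were JUND, -0.10 under loess, CTNNB1, -0.30 under normexp and loess, NOP10, -0.00877 with the processed signals, NHP2, -0.0581 under loess, TINF2, -0.50 under loess and -0.37 under normexp and loess, and RPS15, -0.23 under loess, -0.19 under normexp and loess, -0.0676 with the processed signals and -0.0481 with the deposited table. For these changes, and for those above that name none, the cause was not tested. Signal over background limits every fold in which one channel stands at the floor.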

Differences from the paper's values

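The paper reports 1048 IDs changed by more than 5-fold, and 477 probes passed in the main setting. Supporting file S2 lists 330 IDs as higher and 718 as lower, where 94 and 383 passed. Of the alternatives set before the data were examined, the floor at 0.01 of the median gave 724 in all, within 1.5 times of the paper's count, and 508 lower, but 216 higher. The processed signals and the deposited table gave 528 and 530 lower, within that range, but 167 and 145 higher, and 695 and 675 in all. None of the others came within 1.5 times of any of the 3 counts. With the floor at 0.01 of the median, no filter on dim probes and the methods' t-test on 6 values per group, a combination chosen after seeing the values, 1045 probes passed, 326 higher and 719 lower, and 1017 of them are in the paper's list. Under it the listed and recomputed log2 fold changes differed by a median of 0.014. The same combination with 3 values per group passed 1. The legend of Fig. 5A gives n = 3.

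For Runx2 the paper's listed fold is 15.53, and the same probe gave 6.83 in the main setting. It came within 1.5-fold or the SD between treatments with the processed signals (14.3), the deposited table (13.9), the floor at 0.01 of the median (15.7) and without replicate 2 (8.86), and not in the other alternatives. For LEF1 the paper's list gives 780.5, and the bound of at least 311 leaves that open. A dimmer LEF1 probe is listed with 39.44 and gave 2.22 here, and a dimmer AXIN2 probe is listed with 7.29 and gave 2.35. For these probes DMSO was not well above background on any array, so their folds depend on the stand-in value. For the brightest listed probes of the other genes tested the fold did not differ from the paper's by these limits.

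The RT-QPCR of Fig. 4B shows hTERT at about 0.34 of control in A2780 on day 21, read by eye and relative to RPS15. The TERT probe gave a ratio of 0.784, and relative to the RPS15 probe 0.467, a scale chosen after seeing the values, or 0.755 under loess. Of the alternatives set before the data were examined, none came within 1.5 times of it, with ratios from 0.639 to 1.03.

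Among the Wnt targets, the paper names EphB as part of the profile. None of the 5 EPHB probes on the array is in supporting file S2, and EPHB3, the one called, fell by 1.32 on the log2 scale. The paper also names dickkopf-4, whose probe was not well above background in either channel, and Irx3, whose listed probe was not tested, while a brighter one had a log2 fold change of 0.87. The methods give Feature Extraction version 8.1, and the files give 9.1.1.1.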

Other observations

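In this part, the tests of beta-catenin activity and of receptor activation by BIO were set before the data were examined, and the other tests were chosen after the results were seen.

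With 3 treatments there are 4 ways to turn the sign of whole treatments, the real one included. That is too few for such a comparison to exclude chance at 0.05 whatever the counts, so it says nothing beyond the adjusted p of the fit. Only the real arrangement gave a count as large, 1 of 4, for probes over 5-fold, for probes at an adjusted p under 0.05, for Wnt targets and for transcription factors, and the highest count in the others was 0 (limma).

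More probes were lower than higher among those over 5-fold. With the background subtraction of the main setting, scaling is not the source, since 88.7% were lower under loess, and neither is the floor, since 80.4% were lower among probes well above background in both channels. With normexp far fewer probes passed and the scaling set the split, with 29.5% lower after scaling by the median and 94.6% after loess. Dye bias of single probes stays open with 0 dye-swapped arrays. At an adjusted p under 0.05 most probes were higher, and this is as scaling by the median would give it, since under loess 44.4% were higher.

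Of the 586 listed IDs that did not pass 5-fold in the listed direction in the main setting, 96.4% did with the floor at 0.01 of the median and no filter. The height of the floor under dim signals therefore may account for most of them. Of 10852 probes not well above background on any array, 2.79% exceeded 5-fold with that floor, against 0 of 153 negative control spots, which allows noise of the background subtraction neither to be assumed nor excluded, because the software fits its background to such spots.

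The 6 control IDs in the list had folds of 10.4 to 11.7 in the arrays. Fixed mixing ratios of the spike-in transcripts are a candidate explanation, since the lowest correlation of observed and expected spike-in log ratios was 0.973.

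The log2 ratios of treatment 1 stood apart from those of treatments 2 and 3. The intensity-dependent dye trend is not the source, since under loess the higher of its correlations with them was 0.801, against 0.907 between treatments 2 and 3. Slide and scan stay open, with 0 slides that hold treatment 1 and another treatment. A difference between cultures was not tested.

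TERT did not pass the threshold in the main setting. Treatment 1, the only one in which TERT rose, may account for this, since without it the adjusted p was 0.00542. Leaving out the only rise favours a fall, so this cannot show that TERT fell. Scaling by the median may also account for it, since under loess the adjusted p was 0.031. Over the alternatives the adjusted p ran from 0.00542 to 0.848.

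The columns of the deposited table for treatment 1 appear to be exchanged between its duplicates, since each followed the other duplicate's file with a correlation of at least 0.988.

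If beta-catenin was active at day 21, its feedback genes would stand above the others. Their mean log2 fold change was 1.50, with 11 of 14 higher, but the median of the list was 0.43 and the camera adjusted p was 0.0528 (0.417 with the correlation estimated, 0.0126 by fry), so that the list does not settle it. BIO is an indirubin, a class of ligands of the aryl hydrocarbon receptor. Of its targets only 4 genes had values in all treatments. CYP1A1 had a log2 fold change of 2.15 and TIPARP of 1.18, and 4 of 4 were higher, of which 2 turned lower under loess, with a camera adjusted p of 0.241 (0.0173 by fry). The number of genes keeps activation of the receptor by BIO open. AHR itself had no DMSO signal well above background on any array, and against the lowest such signals its mean in BIO was at least 1.65-fold higher.

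In the list of proteins that the study followed by western blotting, which also holds the RT-QPCR reference RPS15, 5 of the 7 genes tested had an adjusted p under 0.05, all 5 higher and RPS15 among them. Under loess 4 did, of which GYS1, CCNE2 and CCNB1 were higher and PPP1CA lower, with -0.57, and neither RPS15 nor NFKBIA passed. GYS1, which encodes glycogen synthase, had a log2 fold change of 0.98, and 0.58 under loess. Of 9 effectors in the network, 3 had an adjusted p under 0.05. GSK3B had a log2 fold change of 0.60 (adjusted p = 0.0156), which under loess was 0.36 and did not pass (adjusted p = 0.0764). GSK3A had 0.50, which did not pass and turned to -0.29 under loess.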
